# Reversal of the T cell immune system reveals the molecular basis for T cell lineage fate determination in the thymus

**DOI:** 10.1038/s41590-022-01187-1

**Published:** 2022-04-29

**Authors:** Miho Shinzawa, E. Ashley Moseman, Selamawit Gossa, Yasuko Mano, Abhisek Bhattacharya, Terry Guinter, Amala Alag, Xiongfong Chen, Maggie Cam, Dorian B. McGavern, Batu Erman, Alfred Singer

**Keywords:** CD4-positive T cells, CD8-positive T cells

## Abstract

T cell specificity and function are linked during development, as MHC-II-specific TCR signals generate CD4 helper T cells and MHC-I-specific TCR signals generate CD8 cytotoxic T cells, but the basis remains uncertain. We now report that switching coreceptor proteins encoded by *Cd4* and *Cd8* gene loci functionally reverses the T cell immune system, generating CD4 cytotoxic and CD8 helper T cells. Such functional reversal reveals that coreceptor proteins promote the helper-lineage fate when encoded by *Cd4*, but promote the cytotoxic-lineage fate when encoded in *Cd8*—regardless of the coreceptor proteins each locus encodes. Thus, T cell lineage fate is determined by *cis*-regulatory elements in coreceptor gene loci and is not determined by the coreceptor proteins they encode, invalidating coreceptor signal strength as the basis of lineage fate determination. Moreover, we consider that evolution selected the particular coreceptor proteins that *Cd4* and *Cd8* gene loci encode to avoid generating functionally reversed T cells because they fail to promote protective immunity against environmental pathogens.

## Abstract (web summary)

To determine how T cell lineage fates are determined in the thymus, Singer and colleagues generated ‘FlipFlop’ mice with a functionally reversed T cell immune system that distinguishes TCR signal strength versus TCR signal duration.

## Main

Development of mature T cells in the thymus is driven by signals transduced by components of the T cell antigen receptor (TCR). Fully assembled αβ TCR complexes are first expressed on immature CD4^+^CD8^+^ (double positive, DP) thymocytes, and these cells are signaled by their TCR to undergo positive selection and to differentiate into mature CD4 or CD8 single positive (SP) T cells^1,2^. It is during positive selection that TCR-signaled DP thymocytes make lineage fate choices and differentiate into SP T cells with either helper or cytotoxic function^2^. Expression of the helper-lineage transcription factor ThPOK directs thymocytes to differentiate into helper T cells^3–6^, whereas expression of the cytotoxic-lineage transcription factor Runx3 directs thymocytes to differentiate into cytotoxic T cells^7–11^. It remains uncertain how TCR-signaled thymocytes are induced to express these lineage-specific factors, making lineage fate determination a critical feature of T cell development that still requires investigation.

T cell specificity and function are linked during thymic selection because MHC-II-specific TCR signals generate CD4 helper T cells and MHC-I-specific TCR signals generate CD8 cytotoxic T cells^12^. However, the molecular basis for this linkage continues to be a major issue of contention, with two main perspectives. The ‘strength of signal’ model attributes T cell lineage fates to differences in TCR/coreceptor signaling strengths, with strong CD4-dependent TCR signals inducing the helper-lineage fate and weak CD8-dependent TCR signals inducing the cytotoxic-lineage fate^13–15^. Although this perspective has been contradicted by a variety of experiments^16–20^, it has never been definitively invalidated. In fact, recent single-cell gene analyses of thymocytes undergoing positive selection are thought to support strength-of-signal as the basis for lineage fate determination^21,22^. The ‘kinetic signaling model’ attributes T cell lineage fates to the opposite effects of TCR signaling on *Cd4* and *Cd8* gene transcription in DP thymocytes^23,24^. TCR signaling upregulates *Cd4* but terminates *Cd8* transcription, causing persistent CD4-dependent TCR signaling and disrupted CD8-dependent TCR signaling during positive selection^24^. In the kinetic signaling perspective, persistent/long-duration TCR signaling induces ThPOK and the helper-lineage fate, while disrupted or short-duration TCR signaling results in Runx3 expression and the cytotoxic-lineage fate^23^. Because strong signals tend to have a long duration and weak signals tend to have a short duration, it has not been possible to unequivocally distinguish the effects of signal duration on lineage fate from those of signal intensity.

We undertook the present study to assess whether thymocyte lineage fate is determined by coreceptor gene loci that regulate TCR signal duration or by coreceptor proteins, which determine TCR signal strength. We constructed unique FlipFlop mice, whose *Cd4* and *Cd8* genes encode the opposite coreceptor proteins of wild-type (WT) mice. We discovered that switching the coreceptor proteins that the *Cd4* and *Cd8* genes encode generates a reversed T cell immune system, with cytotoxic CD4 T cells generated by MHC-II-specific TCR signals (CD4/MHC-II) and CD8 helper T cells generated by MHC-I-specific TCR signals (CD8/MHC-I). Such functional reversal revealed that weakly signaling CD8 coreceptors encoded by *Cd4* gene loci promoted long-duration CD8/MHC-I TCR signaling and the helper-lineage fate, whereas strongly signaling CD4 coreceptors encoded in *Cd8* gene loci promoted short-duration CD4/MHC-II TCR signaling and the cytotoxic-lineage fate. As a result, this study invalidates strength-of-signal as the basis for lineage fate determination and documents that T cell lineage fate is instead determined by *cis*-regulatory elements in coreceptor gene loci that regulate duration of TCR signaling during positive selection. Moreover, assessment of in vivo immune responses in FlipFlop mice revealed that reversed-function T cells fail to promote protective immunity against environmental pathogens, which explains why evolution selected the particular coreceptor proteins that *Cd4* and *Cd8* genes encode in all surviving species.

## Results

### Reversal of lineage factor expression in FlipFlop mice

To assess whether thymocyte lineage fate is determined by coreceptor gene loci, rather than the coreceptor proteins they encode, we constructed FlipFlop mice with *Cd4* and *Cd8a* gene loci encoding the opposite CD4 and CD8 coreceptor proteins of WT mice (Fig. 1a left and Extended Data Fig. 1a). As described in the Methods, *Cd8a* gene loci in FlipFlop mice were altered to encode CD4 proteins (*Cd8*^CD4^)^25^, and *Cd4* gene loci were altered to encode CD8αβ.1 proteins (*Cd4*^CD8^), which are distinct from CD8αβ.2 proteins in WT B6 mice^26^ (Fig. 1a right).

**Fig. 1:**
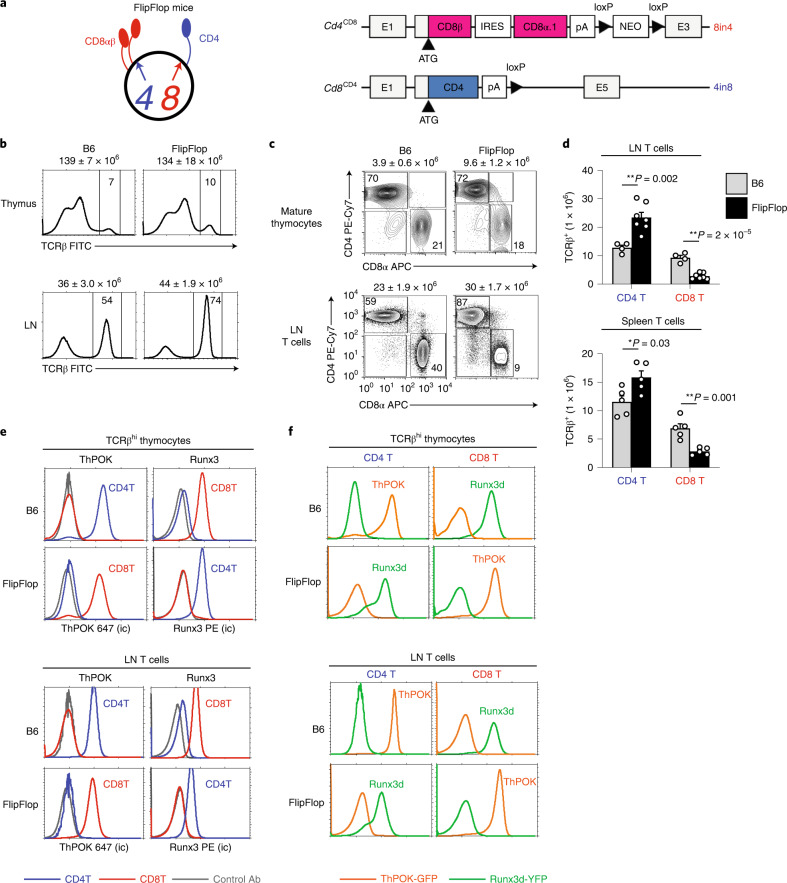
Characterization of FlipFlop mice. **a**, Schematic of altered *Cd4* and *Cd8α* gene loci in FlipFlop mice. Left, surface proteins encoded by altered *Cd4*^CD8^ (*4*) and *Cd8*^CD4^ (*8*) gene loci in FlipFlop DP thymocytes. Right, schematic of the altered *Cd4*^CD8^ and *Cd8*^CD4^ gene loci in FlipFlop mice: E, exons; IRES, internal ribosome entry site; pA, polyadenylation signals; NEO, neomycin-resistance cassette. The altered *Cd4*^CD8^ gene locus was obtained from 8in4 mice, which were constructed for this study as described in Extended Data Fig. 1a; the altered *Cd8*^CD4^ gene locus was obtained from 4in8 mice, which were reported previously^25^. **b**, TCRβ expression in the thymus and LN from B6 and FlipFlop mice. Total cell number (mean ± s.e.m) is shown above histograms, and numbers within histograms indicate frequency of TCRβ^hi^ cells (n = 4–7 per strain, representative of 4–7 independent experiments). **c**, CD4 versus CD8α profile of CD24^-^TCRβ^+^ mature thymocytes and TCRβ^+^ LN T cells from B6 and FlipFlop mice. Numbers (mean ± s.e.m) of mature thymocytes and LN T cells is shown above profiles and numbers within profiles indicate frequency of cells in each box (*n* = 4–7 per strain, representative of 4–7 independent experiments). **d**, Numbers of CD4 and CD8 T cells in LN (top) and spleen (bottom) from B6 (gray bar) and FlipFlop (black bar) mice (B6: *n* = 4, FlipFlop: *n* = 7, representative of 4–5 independent experiments). *P < 0.05, **P < 0.01 (two-tailed unpaired *t*-test); mean + s.e.m. **e**, Intracellular staining (ic) of ThPOK and Runx3 of CD4 (blue line) and CD8 (red line) T cells among TCRβ^hi^ thymocytes (top) and TCRβ^+^ LN T cells (bottom) from B6 and FlipFlop mice. Gray lines in histograms indicate staining with control antibody (Ab; *n* = 3 per strain, 3 independent experiments). **f**, ThPOK-GFP (orange line) and Runx3d-YFP (green line) reporter expression in CD4 and CD8 T cells among TCRβ^hi^ thymocytes (top) and TCRβ^+^ LN T cells (bottom) from B6 and FlipFlop mice (*n* = 3 per strain, representative of 3 independent experiments).

Histologic examination revealed that FlipFlop thymi were similar in size and cellularity to B6 thymi, with clearly demarcated cortical and medullary thymic areas identified by keratin-8 and keratin-14 staining, respectively (Extended Data Fig. 1b), so thymic structure was unaffected by the coreceptor proteins that the *Cd4* and *Cd8* gene loci encoded. Differentiation of early DN thymocytes and γδ T cells was also unaffected, as their frequencies were identical in FlipFlop and B6 mice (Extended Data Fig. 1c,d). Positive selection of αβ T cells was then assessed by three criteria: differentiation into TCRβ^hi^ and CCR7^+^ thymocytes, generation of mature SP thymocytes, and appearance of CD4 and CD8 TCRβ^+^ T cells in the periphery (Fig. 1b–d and Extended Data Fig. 1e,f). All three assessments revealed that αβ T cells in FlipFlop mice were positively selected into both CD4 and CD8 SP T cells, but with more CD4 and fewer CD8 T cells in the lymph node (LN) and spleen than in B6 mice, partly because of reduced expansion of peripheral FlipFlop CD8 T cells (Fig. 1c,d).

Positively selected CD4 and CD8 FlipFlop T cells were assessed for expression of the helper-lineage transcription factor ThPOK and the cytotoxic-lineage transcription factor Runx3. Remarkably, ThPOK and Runx3 expression in FlipFlop T cells were opposite of that in B6 T cells, as FlipFlop CD8 T cells expressed the helper-lineage factor ThPOK and FlipFlop CD4 T cells expressed the cytotoxic-lineage factor Runx3 (Fig. 1e). To independently confirm these findings, FlipFlop T cells were also assessed for the lineage reporter genes ThPOK-GFP and Runx3d-YFP. In contrast to B6 T cells, FlipFlop CD4 T cells expressed the cytotoxic-lineage reporter gene Runx3d-YFP and FlipFlop CD8 T cells expressed the helper-lineage reporter gene ThPOK-GFP (Fig. 1f). Thus, switching the coreceptor proteins that *Cd4* and *Cd8* gene loci encode reverses the lineage factors that CD4 and CD8 T cells express. Consequently, the lineage factors that CD4 and CD8 T cells express depend on which coreceptor proteins *Cd4* and *Cd8* gene loci encode.

We next asked whether coreceptor proteins that *Cd4* and *Cd8* gene loci encode affect only lineage factor expression, or whether they affect expression of other helper- and cytotoxic-lineage genes as well. Quantitative reverse transcription–PCR (RT–qPCR) analyses revealed that FlipFlop CD8 T cells expressed the helper-lineage genes encoding CD40L^27,28^ and GATA-3 (ref. ^29^) in addition to ThPOK, and that FlipFlop CD4 T cells expressed the cytotoxic-lineage genes encoding perforin^30^ and Eomes^31^ in addition to Runx3d (Fig. 2a). 

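CD4 and CD8 T cells were electronically sorted from LN of B6 and FlipFlop mice, and 12 RNA-sequencing libraries were made, 3 in each of 4 groups: B6 CD4, B6 CD8, FlipFlop CD4 and FlipFlop CD8 T cells. The sample labels give an age of 10 weeks for the B6 mice and 14 weeks for the FlipFlop mice, so that in the labels age changes together with strain. The methods give 6 to 12 weeks for the mice, except where the paper mentions another age. The authors made the libraries with a low-input kit that amplifies full-length cDNA, aligned the reads to mm10 with STAR, and deposited one table of CPM, which are read counts relative to the size of the library, scaled by TMM, a method that corrects this size for the library's composition. The table lists 12809 genes after a filter on low values whose limit the paper's text does not name, and it holds 1 column per library. The columns sum to between 875501 and 1081793, because the TMM factor is already in the values. From the steps between low values, the number of reads behind each library could be computed. Reads on the listed genes numbered about 27900000, 30500000 and 33100000 in B6 CD4, 28000000, 26600000 and 32700000 in B6 CD8, 32300000, 28100000 and 26600000 in FlipFlop CD4, and 29300000, 27200000 and 30600000 in FlipFlop CD8 T cells. At these depths 3 reads, the most that a count of 0 allows for, correspond to 0.0857 to 0.120 CPM. This limit covers counting error only, because the reads carry no molecular identifiers.
From this table, genes with at least 1 CPM in at least 3 of the 12 libraries were tested, which left 11595 genes. Values were taken as log2(CPM + 0.5) and fitted with limma (lmFit and eBayes with a mean-variance trend) over all 12 libraries, so that the 4 groups shared 1 estimate of the spread between replicates. A gene was called differentially expressed at an unadjusted p-value under 0.0001 and a change of more than 5-fold, the limits of the Fig. 2b legend. Adjusted p-values use the Benjamini-Hochberg method over all tested genes. Differences are given on the log2(CPM + 0.5) scale, which understates the change of genes with few reads, and group values as mean CPM ± SD over 3 libraries. The pseudocount, the filter on low values and the fold limit are the choices that could change the number of genes most.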

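Between B6 CD4 and B6 CD8 T cells, 180 genes were differentially expressed, of which 111 were higher in CD4 and 69 were higher in CD8 T cells. The count moved most with the limit on fold change, and 2944 genes had an adjusted p-value under 0.05 when no fold limit was set. A pseudocount of 0.1 in place of 0.5 gave 330 genes. Apart from the coreceptor genes, the largest rises in B6 CD4 T cells among genes with at least 10 CPM were those of *Ly6c1*, *Zbtb7b*, *Foxp3* and *Cd40lg*, and the largest falls were those of *Ly6c2*, *Adgrg5* and *Slc6a19*. *Foxp3*, which encodes the transcription factor of regulatory T (T_reg_) cells, is listed as ENSMUSG00000039521.13 and lies on chromosome X from 7573644 to 7595245 (GRCm38). It measured 108 ± 18.1 CPM (SD, n = 3) in B6 CD4 and 0.967 ± 0.433 CPM (SD, n = 3) in B6 CD8 T cells, a log2 difference of 6.24 (standard error 0.20, adjusted p = 6.49e-10). *Adgrg5* (ENSMUSG00000061577.12, chromosome 8 from 94923694 to 94943280) went the other way, with 0.770 ± 0.316 CPM in B6 CD4 and 108 ± 5.56 CPM in B6 CD8 T cells and a log2 difference of -6.44 (standard error 0.23, adjusted p = 1.80e-09). *Slc6a19* (ENSMUSG00000021565.16, chromosome 13 from 73679745 to 73704865) measured 0.182 ± 0.0931 and 56.0 ± 3.04 CPM in the same groups, a log2 difference of -6.38. *Ly6c1* and *Ly6c2* are neighboring paralogs on chromosome 15 whose reads the authors' counting could have split, so their values are uncertain. *Ly6c1* was higher in CD4 T cells by 7.00, and *Ly6c2* had a log2 difference of -6.76.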

We expanded our analysis by performing genome-wide RNA sequencing, which identified 335 genes in B6 mice that were differentially expressed in CD4 helper-lineage T cells compared with CD8 cytotoxic-lineage T cells (Fig. 2b). Heat-map assessment of gene expression revealed that FlipFlop CD4 T cells closely resembled B6 CD8 cytotoxic-lineage T cells, while FlipFlop CD8 T cells closely resembled B6 CD4 helper-lineage T cells (Fig. 2b). 

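Of the 180 genes called between B6 CD4 and B6 CD8 T cells, 170 (94.4%, exact Clopper-Pearson 95% interval 90.0% to 97.3%) had a CD4 minus CD8 difference of the opposite sign in FlipFlop T cells. An even split of signs had an exact two-sided binomial p of 1.06e-38, although genes are not independent replicates. The B6 and FlipFlop differences share no library, although their p-values share 1 estimate of the spread. The list was selected on the B6 difference, which enlarges the B6 differences relative to the FlipFlop ones. The opposite difference also had an adjusted p-value under 0.05 over the list for 160 of the 180 genes, and 116 of them changed by more than 5-fold in FlipFlop T cells as well. The 3 FlipFlop CD4 libraries did not overlap the 3 FlipFlop CD8 libraries for 164 of the 180 genes. Chance gives this separation to 10% of unselected genes. The FlipFlop libraries entered the selection of the list through the shared estimate of the spread. This can favor genes with close FlipFlop replicates, so the share expected by chance in the list can be above 10%. Among the 111 genes higher in B6 CD4 T cells, the median log2 difference was 2.89 in B6 and -3.18 in FlipFlop T cells. Among the 69 genes higher in B6 CD8 T cells it was -2.98 in B6 and 1.84 in FlipFlop T cells, a smaller change.
Gene by gene, FlipFlop CD4 T cells were nearer to B6 CD8 than to B6 CD4 T cells for 157 of the 180 genes, and FlipFlop CD8 T cells were nearer to B6 CD4 than to B6 CD8 T cells for 172. The median absolute log2 difference over the list was 0.54 between FlipFlop CD4 and B6 CD8 T cells and 2.50 between FlipFlop CD4 and B6 CD4 T cells. It was 0.77 between FlipFlop CD8 and B6 CD4 T cells and 3.34 between FlipFlop CD8 and B6 CD8 T cells. Across all 11595 tested genes, which are not independent replicates, the B6 and FlipFlop differences had a Pearson r of -0.729 and a Spearman rho of -0.612. Over all tested genes, 55 genes were called between FlipFlop CD4 and B6 CD8 T cells and 47 between FlipFlop CD8 and B6 CD4 T cells. Between the CD4 T cells of both strains 162 genes were called, and between the CD8 T cells 344. With an adjusted p-value under 0.05 and no fold limit, these comparisons gave 918, 3196, 3296 and 5179 genes in the same order. The count between FlipFlop CD8 and B6 CD4 T cells was then near that between the CD4 T cells of both strains.

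**Figure D1:**
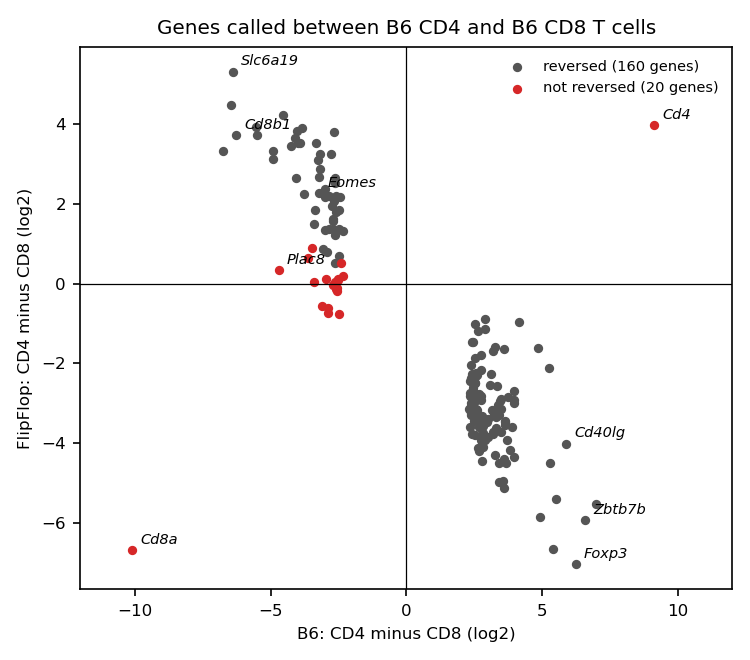
Each point is 1 of the 180 genes called between B6 CD4 and B6 CD8 T cells. The horizontal axis gives the CD4 minus CD8 difference in B6 and the vertical axis the same difference in FlipFlop T cells, both on the log2(CPM + 0.5) scale. Gray points are the 160 genes whose difference reversed and red points the 20 genes whose difference did not, with *Cd4* at the upper right and *Cd8a* at the lower left.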

The few exceptions in FlipFlop T cells are due to strain 129 genes^32^ remaining in FlipFlop mice from the 129R1 embryonic stem cell line that was originally used to generate *Cd8*^CD4^ gene loci^25^. 

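Of the 180 B6 lineage genes, 20 did not reverse in FlipFlop T cells at an adjusted p-value under 0.05 over the list. Of these, 1 was higher in B6 CD4 T cells, which is *Cd4* itself, and 19 were higher in B6 CD8 T cells. The number that did not reverse depended on single libraries and was 11 of 179, 7 of 168 and 8 of 172 genes without B6 CD8 replicate 1, 2 and 3, and 24 of 195 without B6 CD4 replicate 3. Only 10 of the 20 genes had a FlipFlop difference of the same sign as in B6 T cells. Besides *Cd8a* and *Cd4*, the exceptions with the largest B6 differences were *Plac8*, *Samd3*, *Dmrta1*, *Cxcr6*, *Cd163l1*, *Sytl3*, *Klrc1* and *Gas7*. *Plac8* (ENSMUSG00000029322.12, chromosome 5 from 100553725 to 100572245, GRCm38) measured 5.80 ± 4.11 CPM in B6 CD4 and 144 ± 29.2 CPM in B6 CD8 T cells (SD, n = 3). In FlipFlop T cells it measured 8.08 ± 3.61 CPM in CD4 and 5.89 ± 0.938 CPM in CD8 T cells, a log2 difference of 0.34 (standard error 0.40, adjusted p = 0.573) that was within the spread between replicates. *Cxcr6* (ENSMUSG00000048521.8, chromosome 9 from 123806475 to 123811760) lay between both B6 groups in FlipFlop T cells, at 76.2 ± 7.75 CPM in CD4 and 74.5 ± 17.8 CPM in CD8 T cells, compared with 24.5 ± 9.89 and 248 ± 3.50 CPM in B6 CD4 and CD8 T cells. Its FlipFlop log2 difference was 0.05, and it was -0.12 when the TMM factor was taken out. Outside the *Cd8* loci, 15 of the 17 exceptions that were higher in B6 CD8 T cells were lower in FlipFlop CD4 than in B6 CD8 T cells with an adjusted p-value under 0.05.
The altered coreceptor loci both lie on chromosome 6, so the exceptions were also compared by position. On chromosome 6 lay 8 of the 20 exceptions (40%) and 9 of the 160 reversed genes (5.63%; Fisher's exact test, two-sided, p = 7.30e-05). Without *Cd4* and the *Cd8a* to *Cd8b1* region the shares were 5 of 17 and 8 of 159 (p = 0.00368 by the same exact test). Of these 5 genes, 4 are killer cell lectin-like receptor genes (*Klra6*, *Klra7*, *Klrc1* and *Klre1*), whose reads could be shared between paralogs. They lie within 0.655 Mb, from 129577905 to 130233322. *Klrd1*, a gene of the same family, also lies within this span and did reverse. When the genes of this family were also left out, 1 of 13 exceptions and 6 of 157 reversed genes lay on chromosome 6 (Fisher's exact test, p = 0.433). The remaining 12 of the 20 exceptions lie on other chromosomes. Without the second or the third B6 CD8 library, the share on chromosome 6 was 28.6% and 25%, and Fisher's exact p was 0.0572 and 0.0708.

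**Figure D2:**
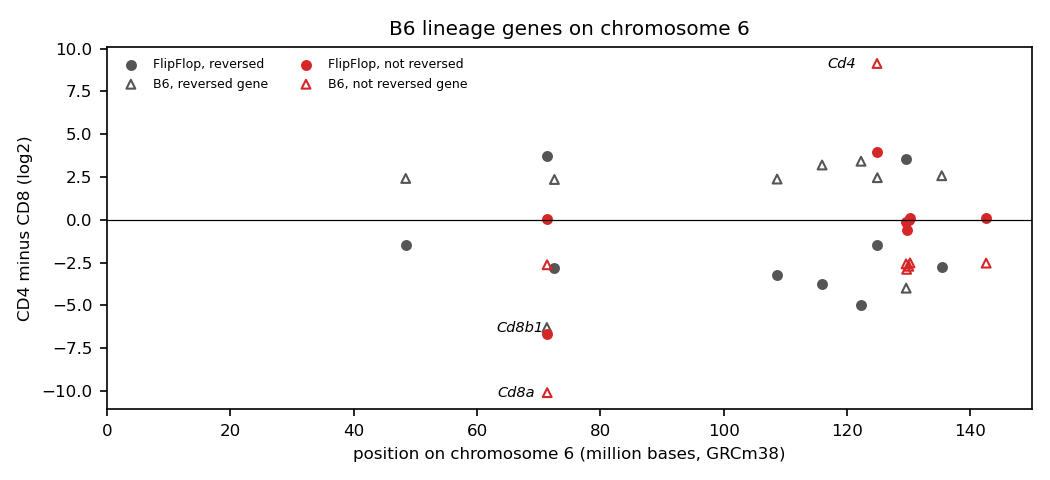
Position of the B6 lineage genes on chromosome 6 (horizontal axis, Mb) against their CD4 minus CD8 difference on the log2(CPM + 0.5) scale (vertical axis). Each gene has a triangle for B6 and a circle for FlipFlop T cells, in red for the 8 genes that did not reverse and in gray for the 9 that did. Of the 8 genes, 3 lie at the *Cd8* and *Cd4* loci and 4 in the cluster of receptor genes at the right. *Klrd1*, which reversed, also lies in this cluster.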

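A principal component analysis of the centered, unscaled log2(CPM + 0.5) values of all 11595 tested genes gave a first component (PC1) with 56.2% of the variance. Of the variance of PC1, 92.5% lay between B6 CD4 and FlipFlop CD8 libraries on one side and B6 CD8 and FlipFlop CD4 libraries on the other. The second component (PC2) held 19.2% of the variance, and 87.0% of it lay between B6 and FlipFlop libraries. The third component held 8.90%, and 80.0% of it lay between libraries of CD4 and CD8 T cells. PC1 scores ran from 18.7 to 26.0 in B6 CD4, from 43.7 to 46.5 in FlipFlop CD8, from -41.6 to -39.9 in B6 CD8 and from -27.6 to -25.9 in FlipFlop CD4 T cells. The first B6 CD4 library lay apart from the others on PC2, at -37.0 against -22.8 and -22.9. With genes scaled to unit variance, PC1 held 34.7% of the variance.
The mean distance between libraries, as the root mean square log2 difference per gene, was 0.495 between FlipFlop CD4 and B6 CD8 T cells and 0.701 between FlipFlop CD4 and B6 CD4 T cells. It was 0.565 between FlipFlop CD8 and B6 CD4 T cells and 0.866 between FlipFlop CD8 and B6 CD8 T cells. Replicates of 1 group lay 0.265 to 0.358 apart on average, so the nearest groups of both strains still differed by more than replicates did.

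**Figure D3:**
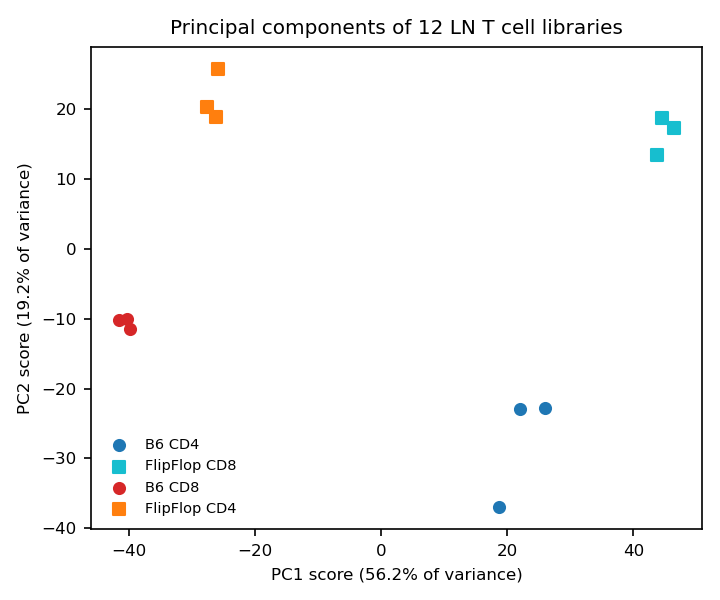
Scores of the 12 libraries on PC1 (horizontal axis, 56.2% of the variance) and PC2 (vertical axis, 19.2%). Circles are B6 and squares FlipFlop libraries, colored by group. B6 CD4 and FlipFlop CD8 libraries have positive and B6 CD8 and FlipFlop CD4 libraries negative PC1 scores.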

Principal component analysis confirmed primary similarities between FlipFlop CD4 and B6 CD8 T cells, and between FlipFlop CD8 and B6 CD4 T cells (Fig. 2c). Together, these data show that, in FlipFlop mice, CD4 T cells are cytotoxic-lineage cells and CD8 T cells are helper-lineage cells. 

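In the RNA-sequencing data, the genes that the RT–qPCR analyses measured can be followed in each library. *Zbtb7b*, which encodes ThPOK, is listed as ENSMUSG00000028042.15 and lies on chromosome 3 from 89377644 to 89394776 of GRCm38. It measured 196 ± 5.99 CPM in B6 CD4, 168 ± 5.62 CPM in FlipFlop CD8, 1.55 ± 0.416 CPM in B6 CD8 and 2.29 ± 0.464 CPM in FlipFlop CD4 T cells (SD, n = 3 each). Its CD4 minus CD8 log2 difference was 6.60 (standard error 0.14, adjusted p = 1.37e-11) in B6 and -5.93 (standard error 0.14, adjusted p = 8.24e-11) in FlipFlop T cells. The log2 difference between FlipFlop CD8 and B6 CD4 T cells was -0.22. Its adjusted p of 0.249 from limma leaves this difference open, because the fit shares 1 spread over all groups, including those near 2 CPM. *Cd40lg* (ENSMUSG00000031132.1, chromosome X from 57212143 to 57224042), which encodes CD40L, measured 75.0 ± 2.64 CPM in B6 CD4, 54.2 ± 3.82 CPM in FlipFlop CD8, 0.816 ± 0.347 CPM in B6 CD8 and 2.93 ± 0.611 CPM in FlipFlop CD4 T cells. Its differences were 5.87 in B6 and -4.01 in FlipFlop T cells, and it was higher in FlipFlop CD4 than in B6 CD8 T cells (log2 difference 1.40, adjusted p = 2.37e-04). *Gata3* (ENSMUSG00000015619.10, chromosome 2 from 9857078 to 9890034) changed less, from 48.3 ± 2.09 and 58.6 ± 3.90 CPM in B6 CD4 and FlipFlop CD8 to 24.0 ± 2.08 and 28.0 ± 1.93 CPM in B6 CD8 and FlipFlop CD4 T cells. Its log2 differences were 1.00 in B6 and -1.05 in FlipFlop T cells (adjusted p = 2.50e-06 and 1.17e-06).
The cytotoxic-lineage genes went the other way. *Runx3* (ENSMUSG00000070691.10, chromosome 4 from 135120652 to 135177990), whose value sums all its transcripts and not the Runx3d form alone, measured 63.9 ± 7.15 CPM in B6 CD4, 57.2 ± 7.80 CPM in FlipFlop CD8, 111 ± 11.5 CPM in B6 CD8 and 138 ± 8.40 CPM in FlipFlop CD4 T cells. Its CD4 minus CD8 log2 difference was -0.80 in B6 (adjusted p = 1.85e-04) and 1.27 in FlipFlop T cells (adjusted p = 3.08e-06). *Prf1* (ENSMUSG00000037202.6, chromosome 10 from 61297833 to 61304680), which encodes perforin, had differences of -1.39 and 2.10 (adjusted p = 1.69e-05 and 3.62e-07), with 213 ± 13.9 CPM in FlipFlop CD4 and 157 ± 6.88 CPM in B6 CD8 T cells. *Eomes* (ENSMUSG00000032446.14, chromosome 9 from 118478212 to 118486132) had differences of -3.20 and 2.27 (adjusted p = 1.06e-05 and 1.42e-04), and its 3 FlipFlop CD4 libraries spread from 42.2 to 91.8 CPM. For each of the 6 genes the direction in B6 and in FlipFlop T cells was the same under all alternative settings and with each library left out in turn. From these data together, the paper concludes that FlipFlop CD4 T cells are cytotoxic-lineage cells and FlipFlop CD8 T cells helper-lineage cells.

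**Figure D4:**
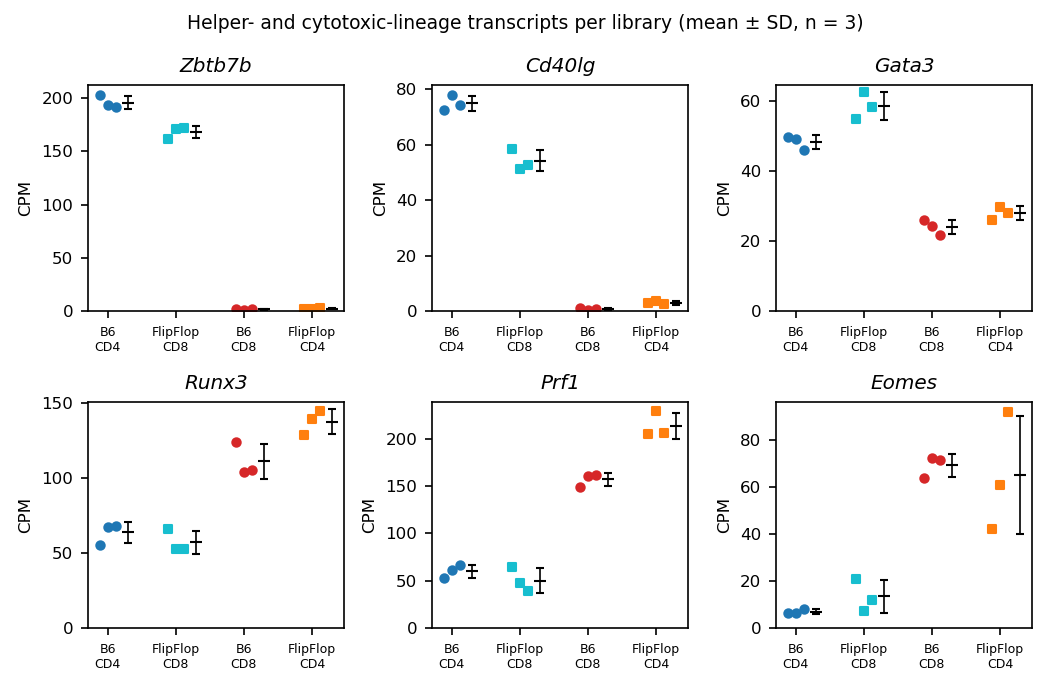
CPM of 6 lineage genes in the 12 libraries, with 1 panel per gene and a linear vertical axis from 0. Points are libraries, circles for B6 and squares for FlipFlop, and black marks give the mean ± SD of 3 libraries. For each gene B6 CD4 lies with FlipFlop CD8 and B6 CD8 with FlipFlop CD4 T cells.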

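With 4 groups, the effect of the lineage can be set beside that of the surface coreceptor in the same fit. The lineage effect compares B6 CD4 and FlipFlop CD8 libraries with B6 CD8 and FlipFlop CD4 libraries, and the coreceptor effect compares both CD4 groups with both CD8 groups, 6 libraries against 6 in each case. The lineage effect called 187 genes, 148 higher and 39 lower in the helper lineage. The coreceptor effect called 2 genes, *Cd4* and *Cd8a*. With no limit on the fold change, 4554 genes had an adjusted p-value under 0.05 for the lineage effect and 636 for the coreceptor effect.
*Cd4* (ENSMUSG00000023274.14, chromosome 6 from 124864692 to 124888221, GRCm38) measured 1022 ± 65.0 CPM in B6 CD4, 669.7 ± 43.6 CPM in FlipFlop CD4, 1.46 ± 0.900 CPM in B6 CD8 and 42.2 ± 1.33 CPM in FlipFlop CD8 T cells (SD, n = 3 each). Its coreceptor effect was 6.55 (standard error 0.17, adjusted p = 4.14e-10). *Cd8a* (ENSMUSG00000053977.13, chromosome 6 from 71373427 to 71379173) measured 1489 ± 15.3 CPM in B6 CD8, 145 ± 11.7 CPM in FlipFlop CD8, 0.946 ± 0.596 CPM in B6 CD4 and 0.921 ± 0.0595 CPM in FlipFlop CD4 T cells, a coreceptor effect of -8.38 (standard error 0.15, adjusted p = 8.07e-12). The *Cd8a* level of FlipFlop CD8 T cells was 9.76% of that of B6 CD8 T cells. *Cd8b1* (ENSMUSG00000053044.8, chromosome 6 from 71322788 to 71337494) followed the lineage, with 1829 ± 169 CPM in FlipFlop CD4, 1885 ± 43.2 CPM in B6 CD8, 137 ± 12.9 CPM in FlipFlop CD8 and 23.8 ± 3.86 CPM in B6 CD4 T cells. The paper's text does not name how reads from the inserted coding sequences were counted, so the values of these 3 genes in FlipFlop T cells can hold reads from both the altered and the original loci.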

We conclude that, regardless of which coreceptor proteins they encode, *Cd4* gene loci regulate expression of helper-lineage genes and *Cd8* gene loci regulate expression of cytotoxic-lineage genes. As a result, switching the coreceptor proteins that *Cd4* and *Cd8* gene loci encode functionally reverses the lineage fate of CD4- and CD8-expressing T cells so that the FlipFlop immune system consists of CD4 cytotoxic-lineage T cells and CD8 helper-lineage T cells.

**Fig. 2:**
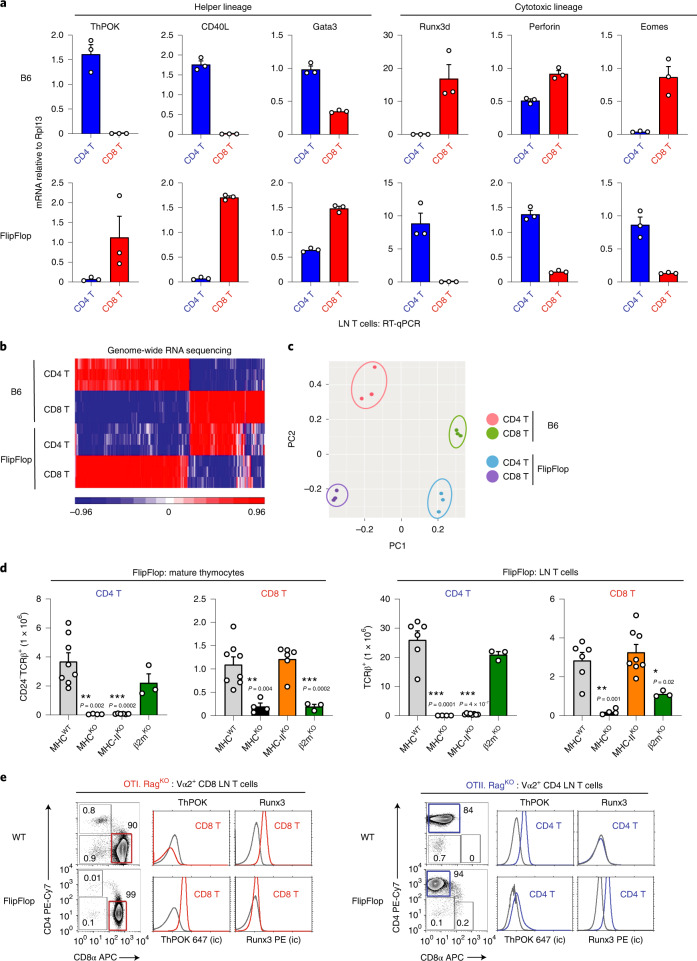
Reversed lineage fate of FlipFlop T cells. **a**, RT–qPCR analysis of CD4 (blue bar) and CD8 (red bar) TCRβ^+^ LN T cells from B6 and FlipFlop mice. Results are normalized to the control gene *Rpl13* (*n* = 4 per strain, representative of 3 independent experiments with technical triplicates). **b**, RNA-sequencing analysis of CD4 and CD8 LN T cells from B6 and FlipFlop mice; 335 genes that are differentially expressed between B6 CD4 and CD8 LN T cells were evaluated in the heat map for expression in FlipFlop LN T cells (*n* = 3 per group, *P* < 0.0001, fivefold change). **c**, Principal component analysis (PCA) from RNA-sequencing analysis in **b**. **d**, Numbers of CD4 and CD8 T cells among CD24^–^TCRβ^+^ mature FlipFlop thymocytes and TCRβ^+^ FlipFlop LN T cells in mice with the indicated MHC deficiencies. (WT: thymocytes *n* = 8, LN T cells *n* = 6, MHC^KO^: *n* = 4, MHC-II^KO^: *n* = 8, β2m^KO^: *n* = 3, 3–9 independent experiments). *P < 0.05, **P < 0.01, ***P < 0.001 (two-tailed unpaired *t*-test). Mean + s.e.m. **e**, CD4 versus CD8α profiles and intracellular staining (ic) of ThPOK and Runx3 of Vα2^+^ LN T cells from Rag^KO^ WT and Rag^KO^ FlipFlop mice expressing monoclonal OT-I (left) and OT-II (right) transgenic TCR. Gray lines in histograms indicate staining with control antibody. Numbers within profiles indicate frequency of cells in each box (*n* = 3–6/strain, representative of 2–4 independent experiments).

### *Cd4* and *Cd8* gene loci promote different lineage factors

Because CD4 and CD8 T cells express opposite lineage factors and acquire opposite lineage fates in FlipFlop compared with B6 mice, we examined their MHC recognition specificities. We found that CD8 T cell generation was impaired by MHC-I deficiency in FlipFlop.β2m^KO^ and FlipFlop.MHC^KO^ mice, and that CD4 T cell generation was impaired by MHC-II deficiency in FlipFlop.MHC-II^KO^ and FlipFlop.MHC^KO^ mice, which indicated that FlipFlop CD8 T cells are generated by MHC-I-specific selection and that FlipFlop CD4 T cells are generated by MHC-II-specific selection (Fig. 2d). Thus, the MHC recognition specificity of CD4 and CD8 T cells in FlipFlop mice is the same as that in B6 mice, indicating that MHC-I and MHC-II recognition by CD8 and CD4 coreceptor proteins is unaffected by the coreceptor gene loci in which they are encoded.

We then compared TCR-Vβ usage by CD4 and CD8 T cells in B6 and FlipFlop mice as a potential way to observe TCR repertoire shifts in FlipFlop and B6 T cells because of their opposite lineage fates. We identified TCR-Vβ proteins whose usage significantly differed between CD4/MHC-II and CD8/MHC-I T cells in B6 mice and found that their usage also significantly differed between CD4/MHC-II and CD8/MHC-I FlipFlop T cells (Extended Data Fig. 2). Thus TCR-Vβ usage was similar in FlipFlop and B6 T cells, despite their opposite lineage fates.

Next, we examined positive selection and lineage fate determination by monoclonal OT-I and OT-II transgenic TCRs in Rag^KO^ FlipFlop and Rag^KO^ WT mice. MHC-I-specific OT-I TCR selected CD8 T cells and MHC-II-specific OT-II TCR selected CD4 T cells in both FlipFlop and WT mice (Fig. 2e), confirming that the MHC specificity of CD8 and CD4 T cell positive selection is identical in FlipFlop and WT mice. In contrast, lineage factor expression is opposite in FlipFlop and WT mice, as MHC-I-restricted OT-I CD8 T cells expressed ThPOK in FlipFlop mice but expressed Runx3 in WT mice (Fig. 2e left). Similarly, MHC-II-restricted OT-II CD4 T cells expressed Runx3 in FlipFlop mice but expressed ThPOK in WT mice (Fig. 2e right). These results document that monoclonal T cells signaled by identical TCRs and coreceptor proteins express opposite lineage factors in FlipFlop and WT mice. Consequently, both CD4 and CD8 T cells express the helper-lineage factor ThPOK when their coreceptor protein is encoded by *Cd4* but express the cytotoxic-lineage factor Runx3 when their coreceptor protein is encoded in *Cd8*. We conclude that, regardless of which coreceptor protein *Cd4* and *Cd8* genes encode, *Cd4* gene loci promote ThPOK expression and the helper-lineage fate, whereas *Cd8* gene loci promote Runx3 expression and the cytotoxic-lineage fate.

### Effect of gene loci on coreceptor protein expression

To understand how *Cd4* and *Cd8* gene loci influence T cell lineage fate, we first examined their regulation of coreceptor expression in FlipFlop thymocytes (Fig. 3a–c and Extended Data Fig. 3a,b). Compared with B6 DP thymocytes, FlipFlop DP thymocytes express more CD4 mRNA and protein and express less CD8 mRNA and protein (Fig. 3a,b and Extended Data Fig. 3a), which indicates that coreceptor transcription is greater from *Cd8* gene loci than from *Cd4* gene loci. Consistent with this finding, quantitative flow cytometric analysis further revealed that FlipFlop thymocytes express substantially more CD4 than CD8 surface coreceptors, while the reverse is true for B6 thymocytes (Fig. 3c and Extended Data Fig. 3b). Thus, *Cd4* and *Cd8* gene loci regulate the amount of coreceptor protein that thymocytes express. Because FlipFlop thymocytes express lower amounts of CD8 surface coreceptors than do B6 thymocytes, they contained even less CD8-associated Lck tyrosine kinase^33,34^ than did B6 thymocytes (0.5% versus 16%) (Fig. 3d). Consequently, CD8 coreceptor signaling would be weaker than CD4 coreceptor signaling in FlipFlop thymocytes than it is in B6 thymocytes. To examine this expectation, we signaled unstimulated DP thymocytes with anti-TCR/coreceptor monoclonal antibodies and assessed calcium mobilization. Because anti-TCR by itself fails to signal DP thymocytes^34^, calcium flux induced by anti-TCR/CD4 monoclonal antibodies and anti-TCR/CD8 monoclonal antibodies reflects the strength of CD4 and CD8 coreceptor signaling. As expected, TCR/CD8 coengagement generated weaker signals than TCR/CD4 coengagement in FlipFlop DP thymocytes (Extended Data Fig. 3c), revealing that CD8 coreceptor signaling is weaker than CD4 coreceptor signaling in FlipFlop thymocytes.

**Fig. 3:**
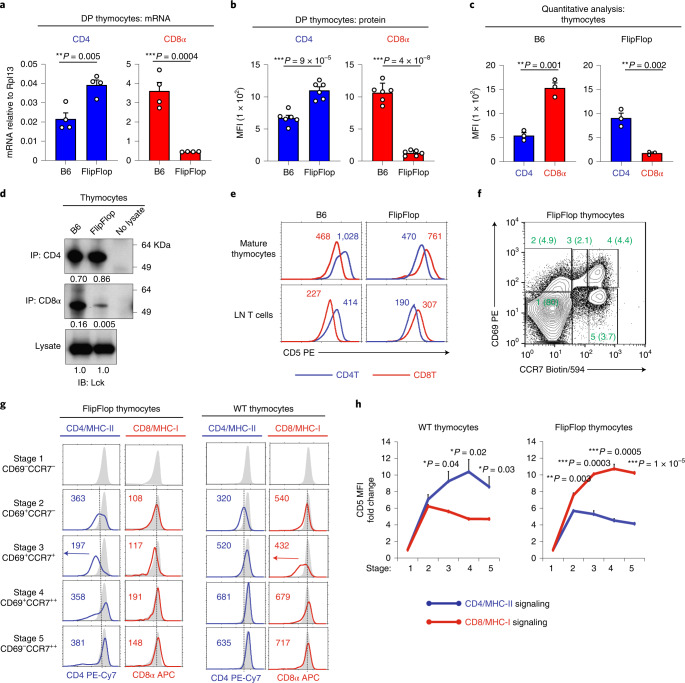
Coreceptor expression on thymocytes undergoing positive selection. **a**, RT–qPCR analysis of CD4 and CD8α mRNAs of pre-selection (CD69^−^CCR7^−^) DP thymocytes (*n* = 4 per strain, representative of 2 independent experiments with technical triplicates). **b**, Mean fluorescence intensity (MFI) of CD4 and CD8α on DP thymocytes. Staining histograms are shown in Extended Data Fig. 3a (*n* = 6 per strain, 6 independent experiments). **c**, Quantitative analysis of CD4 and CD8α on B6 and FlipFlop thymocytes. Thymocytes were stained to saturation with either rat anti-mouse CD4 or rat anti-mouse CD8α unconjugated IgG monoclonal antibodies and then were secondarily stained with anti-rat IgG FITC-conjugated antibody. Staining histograms are shown in Extended Data Fig. 3b (*n* = 3 per strain, 3 independent experiments). **d**, Quantitation of Lck bound to CD4 and CD8α proteins on thymocytes. Thymocyte lysates were immunoprecipitated with anti-CD4 or anti-CD8α antibodies and immunoblotted using anti-Lck antibody. Intensity of Lck bands was normalized to whole lysate, which was set equal to 1.0 (representative of 4 independent experiments). **e**, CD5 expression on CD4 T cells (blue line) and CD8 T cells (red line) among CD24^−^TCRβ^+^ mature thymocytes and TCRβ^+^ LN T cells (*n* = 5 per strain, representative of 5 independent experiments). Numbers in histograms show MFI. **f**, Development of TCR-signaled FlipFlop thymocytes. CD69 versus CCR7 profile identifies five sequential stages (1–5) of positive selection, with TCR-unsignaled cells being stage 1 and TCR-signaled cells developing sequentially into stages 2–5. Numbers in parentheses show frequency of cells at each stage. **g**, Coreceptor kinetics during positive selection. FlipFlop thymocytes (left) and WT thymocytes (right) were assessed for surface CD4 expression during MHC-II selection in β2m^KO^ mice and for surface CD8α expression during MHC-I selection in MHC-II^KO^ mice. Numbers in histograms show MFI. Gray histograms show coreceptor expression on TCR-unsignaled stage 1 thymocytes. Vertical lines mark coreceptor expression levels on TCR-signaled stage 2 thymocytes. (**f**,**g**; *n* = 3−5 per strain, 3–4 independent experiments). **h**, Kinetics of CD5 expression on WT and FlipFlop thymocytes during positive selection. CD5 MFI was normalized to stage 1 thymocytes, which were set as 1.0 (*n* = 3 per strain, 2 independent experiments). *P < 0.05, **P < 0.01, ***P < 0.001 (two-tailed unpaired *t*-test); mean ± s.e.m. (**a**–**c** and **h**). Source data

Because CD5 expression levels are thought to reflect strength and/or duration of TCR/coreceptor signaling^35^, we next examined CD5 expression on FlipFlop and B6 T cells in the thymus and periphery. CD5 expression was higher on CD4 than on CD8 T cells in B6 mice, as expected, but we were surprised to find that CD5 expression in FlipFlop mice was reversed and was higher on CD8 than on CD4 FlipFlop T cells (Fig. 3e). Because CD8 signaling is weaker in FlipFlop than in B6 mice because of their very low CD8 surface expression and their exceptionally low amounts of CD8-associated Lck (Fig. 3a–d and Extended Data Fig. 3c), high CD5 expression on FlipFlop CD8 T cells cannot reflect strong TCR/CD8 signaling but might reflect long-duration TCR/CD8 signaling.

### T lineage fate is determined by TCR signal duration

TCR signaling of positive selection transiently terminates *Cd8* gene transcription but not *Cd4* gene transcription, which causes surface expression of *Cd8*-encoded coreceptor proteins to acutely decline but surface expression of *Cd4*-encoded coreceptor proteins to persist. Consequently, *Cd8*-dependent signaling is disrupted while *Cd4*-dependent signaling persists^23,24^. To visualize changes in surface coreceptor protein expression on signaled thymocytes during positive selection, we identified thymocytes at sequential stages of positive selection by expression of CD69 and CCR7 (ref. ^36^). CD69^−^CCR7^−^ cells are stage 1 pre-selection thymocytes; CD69^−^CCR7^+^ cells are stage 2 thymocytes that have just been TCR-signaled to undergo positive selection; and CD69^+^CCR7^+^ and CD69^−^CCR7^+^ cells are TCR-signaled cells at subsequent stages of positive selection (Fig. 3f and Extended Data Fig. 3d,e). Indeed, transient termination of *Cd8* gene transcription caused an acute decline in CD4 expression on stage 3 FlipFlop thymocytes and in CD8 expression on stage 3 WT thymocytes (Fig. 3g). The acute decline in CD4 expression on FlipFlop thymocytes during positive selection would disrupt CD4-dependent MHC-II signaling and cause it to have a short duration, whereas the steady increase in CD8 surface expression on FlipFlop thymocytes would cause CD8-dependent MHC-I signaling to persist and have a long duration (Fig. 3g left). Note that the opposite changes in coreceptor expression and positive selection signaling occurred in WT thymocytes (Fig. 3g right).

To assess signaling during positive selection, we analyzed CD5 expression on TCR-signaled FlipFlop and WT thymocytes at sequential stages of positive selection. We compared CD5 expression on TCR-signaled thymocytes (stages 2–5) with TCR-unsignaled thymocytes (stage 1) whose values were set equal to 1.0, and found that CD5 on TCR-signaled stage 2 thymocytes increased by six- to eightfold in both FlipFlop and WT mice (Fig. 3h). Importantly, CD5 on FlipFlop thymocytes at subsequent stages 3–5 further increased during CD8/MHC-I signaling but declined during CD4/MHC-II signaling, with the opposite occurring in WT thymocytes (Fig. 3h). These findings reveal that, in FlipFlop mice, CD8/MHC-I-signaling is long duration and CD4/MHC-II-signaling is short duration, which is opposite of that in WT mice. Thus, in FlipFlop mice, long-duration CD8/MHC-I signaling induced the helper-lineage fate and high CD5 expression, despite weak CD8 signaling; short-duration CD4/MHC-II signaling induced the cytotoxic-lineage fate and low CD5 expression, despite strong CD4 signaling. Consequently, thymocyte lineage fate and CD5 expression levels reflect TCR signaling duration, not TCR signaling strength.

We conclude that coreceptor proteins encoded in the *Cd4* gene locus promote persistent and long-duration positive-selection signaling that induces high CD5 expression, ThPOK expression, and the helper-lineage fate, and that coreceptor proteins encoded in the *Cd8* gene locus promote disrupted and short-duration positive selection signaling that stimulates low CD5 expression and allows induction of Runx3 and cytotoxic-lineage fate (schematized in Extended Data Fig. 4). Thus, T cell lineage fate is determined by *Cd4* and *Cd8* gene loci that transcriptionally regulate the kinetics of coreceptor protein expression and determine TCR signaling duration during positive selection.

### A reversed T cell immune system

Switching the coreceptor proteins that *Cd4* and *Cd8* gene loci encode resulted in generation of a reversed T cell immune system, with CD4/MHC-II cytotoxic T cells and CD8/MHC-I helper T cells. To determine the immunocompetence of reversed-function T cells, we examined in vivo immune responses.

We first considered that species survival requires a functional and self-tolerant T cell immune system, and that self-tolerance requires regulatory T (T_reg_) cells expressing the Foxp3 transcription factor^37^. Because T_reg_ cells in B6 mice are generated from CD4/MHC-II helper-lineage T cells, we were surprised to find that FlipFlop mice generate Foxp3^+^ T cells from CD8/MHC-I helper-lineage T cells and that these CD8 T_reg_ cells display the same expression profiles of CD25, CTLA-4, Helios, and Neuropilin-1 (Nrp-1) proteins as those of B6 CD4 T_reg_ cells^37^ (Fig. 4a,b and Extended Data Fig. 5a,b). To determine whether CD8 T_reg_ cells were important for self-tolerance in FlipFlop mice, we introduced the X-chromosome-linked scurfy (*sfy*) Foxp3 gene mutation into FlipFlop mice^38,39^. In fact, self-tolerance was abrogated in FlipFlop^sfy^ male mice, which lacked T_reg_ cells and developed markedly enlarged lymph nodes and lymphocytic infiltrations into liver and lung (Fig. 4c and Extended Data Fig. 5c). We then further assessed T_reg_ function in vitro and found that FlipFlop CD8 T_reg_ cells were as effective as B6 CD4 T_reg_ cells in suppressing responses of stimulated B6 CD4 responder T cells (Fig. 4d). Thus, CD8 Foxp3^+^ T_reg_ cells maintain self-tolerance in vivo and inhibit T cell activation in vitro.

**Fig. 4:**
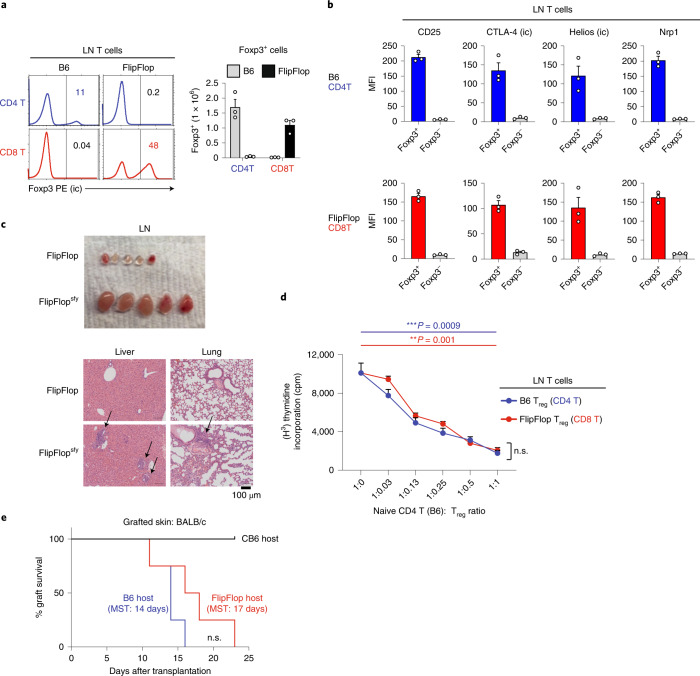
Immunocompetence and self-tolerance in FlipFlop mice. **a**, Intracellular staining for Foxp3 in TCRβ^+^ LN T cells from B6 and FlipFlop mice (left). Numbers in histograms indicate frequency of cells in that box. Numbers (mean ± s.e.m.) of Foxp3^+^ cells among CD4 and CD8 LN T cells in B6 (gray bar) and FlipFlop (black bar) mice are shown in bar graphs (right). (*n* = 5 per strain, representative of 5 independent experiments). **b**, Expression of T_reg_ proteins on T_reg_ cells (Foxp3^+^) and non-T_reg_ cells (Foxp3^–^) among B6 CD4 or FlipFlop CD8 TCRβ^+^ LN T cells (*n* = 5 per strain, representative of 5 independent experiments); mean ± s.e.m. **c**, LNs (top) and H&E stain of tissue sections (bottom) from FlipFlop and FlipFlop^sfy^ male mice (4 weeks old). Arrows indicate regions of lymphocytic cell infiltration (*n* = 4 per strain, representative of 4 independent experiments). **d**, In vitro T_reg_ suppression assay. Purified naive CD4 TCRβ^+^ LN T cells from B6 mice were stimulated in vitro for 3 days with immobilized anti-CD3ε monoclonal antibodies and titrated doses of either B6 CD4 T_reg_ (CD4^+^Foxp3-GFP^+^) or FlipFlop CD8 T_reg_ (CD8^+^Foxp3-GFP^+^) cells sorted from LNs. After 3 days, cultures were assessed for [H^3^]thymidine incorporation (mean ± s.e.m.). Data are representative of three independent experiments. **P < 0.01, ***P < 0.001 (two-tailed unpaired *t*-test); mean + s.e.m. **e**, Skin allograft rejection. Tail skins from BALB/c mice were grafted onto the flanks of indicated host mice. Graph indicates graft survival over time on B6 (blue line, *n* = 8), FlipFlop (red line, *n* = 9), and CB6 (black line, *n* = 4) host mice (log-rank (Mantel–Cox) test, *P* = 0.15 between B6 and FlipFlop host mice, 3 independent experiments). Median survival times (MSTs) on B6 and FlipFlop mice were 14 and 17 days, respectively. n.s., not significant.

Species survival also depends on a functional T cell immune system to provide protection against environmental pathogens. To document that peripheral FlipFlop T cells respond to TCR stimulation, we stimulated FlipFlop T cells in vitro with immobilized anti-TCR/CD28 monoclonal antibodies and observed that FlipFlop CD4 and CD8 T cells both upregulated surface CD69 expression (Extended Data Fig. 5d right panels). However, only stimulated helper-lineage T cells upregulated surface CD40L expression, and these were CD8^+^ in FlipFlop mice but CD4^+^ in B6 mice (Extended Data Fig. 5d left panels). As a first test of in vivo T cell function, we assessed rejection of skin allografts^40^. Tailskin grafts from H-2^d^ donor BALB/c mice were placed on fully allogeneic H-2^b^ FlipFlop mice, as well as H-2^b^ B6 recipient mice as a positive control and semi-syngeneic H-2^b/d^ BALB/c × B6 (CB6) mice as a negative control. Unlike CB6 mice, which did not reject BALB/c grafts, FlipFlop mice did reject BALB/c grafts, with a median survival time (MST) of 17 days, which was not significantly prolonged relative to that of B6 mice (*P* = 0.15) (Fig. 4e and Extended Data Fig. 5e). Thus, functionally reversed T cells in FlipFlop mice are immunocompetent to reject skin allografts.

### Humoral response to soluble antigens

To assess the in vivo function of CD8/MHC-I helper T cells, we examined the humoral response of FlipFlop mice. T follicular helper (T_FH_) cells are a specialized population of antigen-specific CD4 helper T cells resident in lymphoid organs that interact with antigen-specific B cells and activate them to form germinal centers (GCs) and to secrete IgG antibodies^41,42^. Because CD8 TFH cells have not previously been described, we immunized FlipFlop mice with NP-KLH and then looked for T_FH_ cells, which are CXCR5^+^PD1^+^ T cells. In fact, CD8 T_FH_ cells did arise in immunized FlipFlop mice, and these were generated in comparable numbers to CD4 T_FH_ cells in B6 mice (Fig. 5a and Extended Data Fig. 6a). Moreover, FlipFlop CD8 T_FH_ cells expressed Bcl6, ICOS, and CD40L, as did B6 CD4 T_FH_ cells (Fig. 5b). We then assessed the ability of CD8 T_FH_ cells in FlipFlop mice to promote anti-NP humoral immune responses stimulated by NP-KLH. Notably, although FlipFlop mice and B6 mice had similar numbers of B cells (Fig. 5c), FlipFlop B cells produced only IgM anti-NP antibodies after immunization like T cell-deficient TCRα^KO^ immunized mice (Fig. 5d). FlipFlop mice failed to produce any IgG1 anti-NP antibodies, even at 9 weeks after immunization when B6 mice were producing high amounts of high-affinity IgG1 antibodies (Fig. 5d,e). Thus, CD8 T_FH_ cells failed to activate FlipFlop B cells to undergo T-dependent immunoglobulin (Ig) class switching and Ig affinity maturation.

**Fig. 5:**
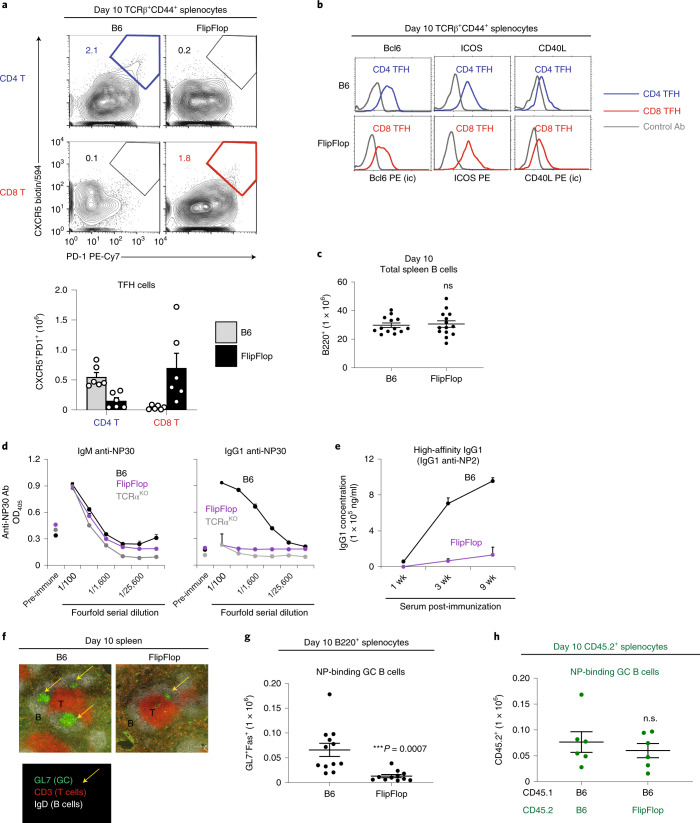
Humoral immune responses in FlipFlop mice. Mice were immunized with NP-KLH/alum by i.p. injection and analyzed. **a**, T_FH_ cells in immunized B6 and FlipFlop mice (day 10). Numbers indicate percentage of CXCR5^+^PD1^+^ T_FH_ cells (top). Bar graph shows T_FH_ (CXCR5^+^PD1^+^) cell numbers (mean ± s.e.m.) among TCRβ^+^CD44^+^ (bottom). (n = 6, representative of 3 independent experiments). Gate for TCRβ^+^CD44^+^ T cells is shown in Extended Data Fig. 6a. **b**, Characterization of T_FH_ cells. T_FH_ cells (TCRβ^+^CD44^+^CXCR5^+^PD1^+^) in FlipFlop and B6 spleens were analyzed on post-immunization day 10 (*n* = 4 per strain, representative of 2–3 independent experiments). **c**, Numbers of B220^+^ B cells in immunized B6 and FlipFlop spleens (day 10) (B6: *n* = 13, FlipFlop: *n* = 14, 7 independent experiments). Staining profile is shown in Extended Data Fig. 6b. **d**, Circulating IgM and IgG1 anti-NP30 antibodies (optical density (OD) at 405 nm) in serum from B6 (black line), FlipFlop (purple line), and TCRα^KO^ (gray line) mice at 1 week post-immunization, measured by ELISA. Pre-immunization serum was included as a negative control (B6 and FlipFlop: *n* = 4, TCRα^KO^: *n* = 3, 3 independent experiments); mean ± s.e.m. **e**, High-affinity IgG1 production. Concentration of IgG1 anti-NP2 antibody (ng/ml) in serum over time after immunization, as measured by ELISA (*n* = 3–4/strain, 3 independent experiments); mean ± s.e.m. **f**, Immunofluorescence staining of spleen sections from immunized B6 and FlipFlop mice (day 10). Staining of GL7 (green and yellow arrow, GC), CD3 (red, T cells), and IgD (white, B cells) is shown (*n* = 3 per strain, representative of 3 independent experiments). **g**, Numbers of NP-binding GC B cells (NP^+^B220^+^GL7^+^Fas^+^) in the spleens of immunized B6 and FlipFlop mice (day 10). Staining profile of immunized splenocytes is shown in Extended Data Fig. 6b (B6: *n* = 12, FlipFlop: *n* = 13, 6–7 independent experiments). **h**, Induction of NP-binding GC B cell induction in mixed BM chimeras from Extended Data Fig. 6c. Mixed BM chimeras reconstituted with both B6 and FlipFlop BM cells were immunized with NP-KLH/alum and were assessed 10 days later for numbers of B6-origin and FlipFlop-origin NP-binding GC B cells. Staining profile and gate are shown in Extended Data Fig. 6d,e (*n* = 6 per strain, 2 independent experiments). *P < 0.05, **P < 0.01, ***P < 0.001 (two-tailed unpaired *t*-test); mean ± s.e.m. (**c**,**g**,**h**).

Histologic examination of FlipFlop spleens revealed that they were virtually devoid of GCs (Fig. 5f green color), even though their T cell follicles (Fig. 5f red color) were located adjacent to surrounding B cell follicles (Fig. 5f white color). The few GC B cells (identified as Fas^+^GL7^+^B220^+^ cells) that were present in FlipFlop spleens were not NP-binding and so were not specific for the immunizing NP antigen (Fig. 5g and Extended Data Fig. 6b). Thus, FlipFlop B cells could not be stimulated to become NP-specific GC B cells by CD8 T_FH_ cells. However, they could be stimulated to do so by CD4 T_FH_ cells of B6 origin in mixed bone marrow (BM) chimeras (Fig. 5h and Extended Data Fig. 6c–e). These results indicate that CD8 T_FH_ cells are specifically unable to productively interact with antigen-specific B cells.

Our finding that CD8/MHC-I TFH cells are generated in immunized FlipFlop mice indicates that dendritic cells (DCs) that the T_FH_ cells interact with can cross-present the immunizing antigen onto their surface MHC-I complexes^43^. However, these CD8/MHC-I T_FH_ cells fail to activate antigen-specific B cells to form GCs or to undergo class switching or affinity maturation, which all indicate that CD8 T_FH_ cells cannot mediate cognate interactions with B cells, likely because B cells cannot cross-present exogenous antigens onto MHC-I surface complexes^44^.

### Immune response to virus infection

Finally, to assess the in vivo functionality of CD4/MHC-II cytotoxic T cells, we examined responses of FlipFlop mice to acute infection with lymphocytic choriomeningitis virus Armstrong strain (LCMV-Arm)^45^. B6 mice successfully cleared the virus within 8 days, but FlipFlop mice failed to clear the virus, as revealed by the persistence of viral proteins in the serum and in the spleen (Fig. 6a,b). Nevertheless, both FlipFlop and B6 mice generated virus-specific cytotoxic T cells during virus infection (Fig. 6c). However, virus-specific T cells in FlipFlop mice were CD4 cytotoxic T cells that bound MHC-II tetramers composed of I-A^b^ + gp66 virus peptide, whereas virus-specific T cells in B6 mice were CD8 cytotoxic T cells that bound MHC-I tetramers composed of H-2D^b^ + gp33 virus peptide. FlipFlop virus-specific CD4 T cells expressed KLRG1 as did B6 CD8 T cells, confirming they were terminally differentiated cytotoxic T cells^46^ despite failing to provide protection against virus infection (Fig. 6c and Extended Data Fig. 7a).

**Fig. 6:**
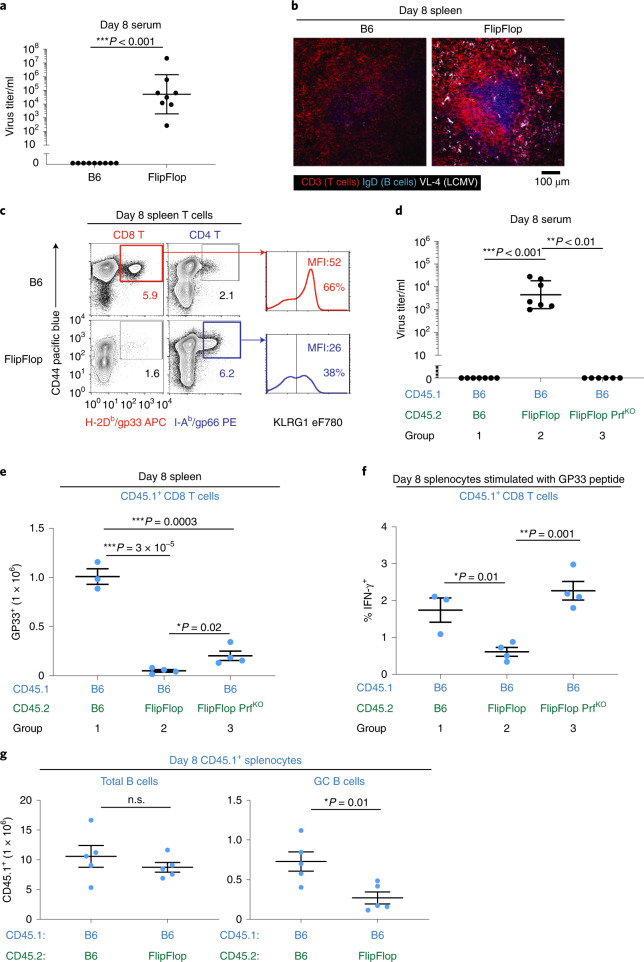
Immune responses to virus infection. Mice were infected with LCMV-Arm (2 × 10^6^ PFU/mouse) by i.v. injection and analyzed on day 8. **a**, Circulating virus titer (FFU: focus forming unit/ml, geometric mean ± s.d.) in the serum on day 8. (B6: *n* = 9, FlipFlop: *n* = 8, 4 independent experiments). **b**, Immunofluorescence staining of spleens on day 8 after infection. Staining with monoclonal antibodies specific for CD3 (red, T cells), IgD (blue, B cells), and VL-4 (white, LCMV) (*n* = 3 per strain, representative of 2 independent experiments). **c**, Virus-specific T cells in B6 and FlipFlop spleens were identified by H-2D^b^/GP33 and I-A^b^/GP66 viral tetramers and contained KLRG1^+^ cells (right) (*n* = 3 per strain, representative of 3 independent experiments). **d**, Virus-infected mixed BM chimeras. Circulating virus titers (FFU/ml, geometric mean ± s.d.) on day 8 after virus infection in the serum of mixed BM chimeras that were generated as in Extended Data Fig. 7b (B6: *n* = 7, FlipFlop: *n* = 7, FlipFlop Prf^KO^: *n* = 6, 2 independent experiments). **e**, FlipFlop cytotoxic T cells prevent in vivo expansion of virus-specific B6 T cells. Graph indicates numbers of B6-origin H-2D^b^/GP33-specific CD8 T cells (CD45.1) in spleens of mixed BM chimeras (day 8). Staining profiles and gate are shown in Extended Data Fig. 7d,e (group 1: *n* = 3, group 2: *n* = 4, group 3: *n* = 4, 2 independent experiments). **f**, In vivo FlipFlop cytotoxic T cells prevent in vitro activation of virus-specific B6 CD8 T cells. In vitro GP33 peptide stimulation of splenocytes from infected mixed BM chimeras (day 8) were assessed for IFNγ^+^ induction of B6-origin CD8 T cells (CD45.1). Staining profiles are shown in Extended Data Fig. 7f (group 1: *n* = 3, group 2: *n* = 4, group 3: *n* = 4, 2 independent experiments). **g**, Impact of FlipFlop T cells on numbers of B cells and GC B cells in the spleen from infected mixed BM chimeras. Spleens from infected mixed BM chimeras (day 8) were assessed for numbers of CD45.1 B6-origin B cells (B220^+^; left) and GC B cells (GL7^+^FAS^+^; right) (*n* = 5/group, 2 independent experiments). *P < 0.05, **P < 0.01, ***P < 0.001 (Mann–Whitney two-tailed unpaired test for **a** and **d**, two-tailed unpaired *t*-test for **e**–**g**); mean ± s.e.m. (**e**–**g**).

Because virus-specific cytotoxic T cells generated in FlipFlop mice were CD4/MHC-II-specific, we wondered whether they might eliminate MHC-II^+^ virus-presenting cells and actively interfere with propagation of antiviral immune responses. To assess this possibility, we constructed mixed BM chimeras with FlipFlop and B6 BM cells which would contain B6-origin cytotoxic T cells that are capable of clearing infectious virus (Extended Data Fig. 7b). Remarkably, FlipFlop-origin cells did in fact prevent viral clearance in infected chimeras (Fig. 6d compare groups 1 and 2). Moreover, interference with viral clearance was specifically mediated by FlipFlop-origin cytotoxic T cells because the interference did not occur (that is, the virus was cleared) when FlipFlop-origin T cells were derived from FlipFlop.Prf^KO^ BM cells lacking the cytolytic protein Perforin (Prf)^30,47^ (Fig. 6d compare groups 2 and 3).

Viral clearance in B6 mice is mediated by CD8 cytotoxic T cells, as shown by the fact that B6 and MHC-II^KO^ mice clear virus whereas Prf^KO^ mice fail to clear virus (Extended Data Fig. 7c)^45,47^. Consequently, to determine whether FlipFlop CD4 cytotoxic T cells impaired the expansion of B6 virus-specific CD8 T cells in chimeras, we quantified the number of B6-origin virus-specific CD8 T cells (CD45.1) in their spleens (Fig. 6e). We found in chimeras with FlipFlop-origin cells that the number of B6-origin virus-specific CD8 T cells was markedly reduced, but their number was significantly higher (*P* < 0.05) when the FlipFlop-origin cells lacked Prf (Fig. 6e compare groups 1 and 2, and groups 2 and 3, and Extended Data Fig. 7d,e). These results reveal that the reduction in B6-origin virus-specific CD8 T cells was caused by FlipFlop-origin cytotoxic T cells (Fig. 6e compare groups 2 and 3, and Extended Data Fig. 7d,e). We confirmed these findings by measuring IFNγ production as the response of B6-origin (CD45.1) CD8 T cells to in vitro stimulation with MHC-I-specific viral peptide (Fig. 6f and Extended Data Fig. 7f). We found that IFNγ responses were significantly reduced when B6-origin virus-specific CD8 T cells were from chimeras containing FlipFlop-origin cells, and the responses were fully restored when the FlipFlop-origin cells lacked Prf (Fig. 6f and Extended Data Fig. 7f). Thus, CD4/MHC-II cytotoxic T cells which can target MHC-II^+^ virus-presenting cells actively inhibit in vivo expansion and propagation of protective virus-specific CD8 cytotoxic T cells.

Finally, if CD4/MHC-II cytotoxic T cells targeted MHC-II^+^ virus-presenting cells in vivo, they might also interfere with virus-specific B cell responses. In fact, while the total number of B6-origin B cells in chimeras was not affected by FlipFlop cells, we found that FlipFlop cells reduced the number of B6-origin GC B cells generated in virus-infected chimeras, consistent with the loss of MHC-II^+^ virus-presenting cells (Fig. 6g). Thus FlipFlop-origin CD4/MHC-II cytotoxic T cells do function in vivo but they do not protect against virus infection, partly because they cannot eliminate MHC-II^–^ parenchymal cells that are infected with virus and partly because they actively inhibit propagation of protective antiviral immune responses that are dependent on MHC-II^+^ virus-presenting cells.

## Discussion

The present study documents that T cell lineage fate is determined by *Cd4* and *Cd8* coreceptor gene loci that regulate the kinetics and duration of TCR signaling during positive selection, invalidating coreceptor signal-strength as the basis of T lineage determination. Switching coreceptor proteins encoded in *Cd4* and *Cd8* gene loci reverses the T cell immune system to contain CD4/MHC-II cytotoxic T cells and CD8/MHC-I helper T cells. Thus, both CD4 and CD8 coreceptor proteins promote helper T cell generation when encoded in *Cd4* but promote cytotoxic T cell generation when encoded in *Cd8*—explaining why helper-lineage T cells invariably express *Cd4*-encoded coreceptor proteins and cytotoxic-lineage T cells invariably express *Cd8*-encoded coreceptor proteins. We also documented that *Cd4* and *Cd8* gene loci dictate the duration of coreceptor-dependent TCR signaling during positive selection, with *Cd4*-encoded coreceptors promoting long-duration TCR signaling to induce helper-lineage fate and *Cd8*-encoded coreceptors promoting short-duration TCR signaling and inducing cytotoxic-lineage fate. Finally, reversed-function T cells fail to promote protective immunity, which explains why evolution fixed the particular coreceptor proteins that *Cd4* and *Cd8* gene loci encode in all surviving species.

The molecular basis for lineage determination during positive selection has remained an issue of contention, with lineage choice attributed to either TCR and coreceptor signaling strength or signaling duration^13,21,23^. FlipFlop mice with switched coreceptor proteins clearly distinguished TCR signal strength from TCR signal duration because weakly signaling CD8 coreceptors were controlled by *Cd4* gene loci, which promote long-duration TCR signaling and strongly signaling CD4 coreceptors were controlled by *Cd8* gene loci, which promote short-duration TCR signaling. Thus, CD8/MHC-I signaling was weak but of long duration, and CD4/MHC-II signaling was strong but of short duration. That CD8/MHC-I signaling generated CD8 helper T cells and CD4/MHC-II signaling generated CD4 cytotoxic T cells reveals that T cell lineage fate is not determined by TCR signaling strength but is determined by TCR signaling duration during positive selection.

It has been a classical paradigm of T cell immunology that TCR specificity dictates T cell function in the thymus, so that MHC-II-specific TCRs select helper T cells and MHC-I-specific TCRs select cytotoxic T cells^12^. The present study overturns this classical paradigm and significantly alters the understanding of why T cell specificity and function are linked during positive selection in the thymus. As shown in this study, MHC-II-specific TCR signaling generates helper T cells only when MHC-II-specific CD4 coreceptor proteins are encoded in *Cd4* gene loci; MHC-I-specific TCR signaling generates cytotoxic T cells only when MHC-I-specific CD8 coreceptors are encoded in *Cd8* gene loci. Thus, *Cd4* and *Cd8* gene loci determine helper and cytotoxic T lineage fates, respectively, and determine which coreceptor protein each T cell type expresses. Because functional T cells must express TCR and coreceptors with matching MHC specificities to transduce intracellular signals^33,48,49^, the MHC specificity of helper and cytotoxic T cells depends on which coreceptor protein *Cd4* and *Cd8* gene loci respectively encode.

Because FlipFlop mice contain a reversed T cell immune system, they revealed unique T cell subsets that have not previously been known. For example, FlipFlop mice generated CD8 T_reg_ and CD8 T_FH_ cells. T_reg_ cells in WT mice are almost exclusively CD4/MHC-II T cells, which has been interpreted as indicating a unique role in thymic T_reg_ generation for strongly signaling CD4 coreceptors and MHC-II-dependent ligands^37^. However, FlipFlop mice contained T_reg_ cells that were CD8/MHC-I helper-lineage T cells and which were as effective as WT T_reg_ cells in mediating self-tolerance and suppressing autoimmune responses. Thus, neither the generation nor function of T_reg_ cells uniquely depends on either CD4 coreceptor proteins or MHC-II-dependent self-ligands. Similarly, T_FH_ cells in WT mice are almost exclusively CD4/MHC-II T cells^41^. However, in vivo immunization of FlipFlop mice with soluble antigen revealed that CD8/MHC-I helper T cells become T_FH_ cells by interacting with DCs capable of cross-presenting peptides of soluble antigens onto MHC-I complexes^43,44^. Interestingly, CD8/MHC-I TFH cells are incapable of mediating cognate interactions with antigen-specific B cells, likely because B cells cannot cross-present peptides of soluble antigens onto MHC-I complexes. As a result, CD8/MHC-I T_FH_ cells fail to promote Ig class switching or the production of protective IgG antibodies. To further assess immune protection against viral pathogens, we examined the ability of FlipFlop mice to clear viral infection. Somewhat surprisingly, FlipFlop mice were unable to clear virus despite generating virus-specific cytotoxic T cells. Failure to clear virus was shown to be partly due to the fact that their virus-specific cytotoxic T cells were CD4/MHC-II-specific and actively interfered with antiviral immune responses by their elimination of MHC-II^+^ virus-presenting cells. Thus, reversed function CD8/MHC-I helper and CD4/MHC-II cytotoxic T cells fail to provide protective immunity against viral infections. Because protective immunity is necessary for species survival, our findings provide an evolutionary explanation for why *Cd4* gene loci encode MHC-II-specific CD4 coreceptors and *Cd8* gene loci encode MHC-I-specific CD8 coreceptors in all surviving species.

In conclusion, the present study has established that the functional polarity of the T cell immune system is determined by the MHC specificity of coreceptor proteins that *Cd4* and *Cd8* gene loci encode, and that in vivo protective immunity strictly requires the *Cd4* gene to encode an MHC-II-specific coreceptor protein and the *Cd8* gene to encode an MHC-I-specific coreceptor protein. In addition, this study has established that thymocyte lineage fate is determined by *cis*-regulatory elements in *Cd4* and *Cd8* gene loci that regulate the kinetics of coreceptor protein expression and the duration of TCR signaling during positive selection so that *Cd4*-encoded coreceptor proteins promote helper-lineage fate and *Cd8*-encoded coreceptor proteins promote the cytotoxic-lineage fate—regardless of the coreceptor protein each gene locus encodes.

## Methods

### Mice

C57BL/6 (CD45.1 and CD45.2) (B6) mice were obtained from Charles River Laboratory. BALB/c, CB6, β2m^KO^, Scurfy and Perforin^KO^ mice were purchased from The Jackson Laboratory and maintained in our own animal colony. MHC-II^KO^, Runx3d-YFP^50^, ThPOK-GFP^51^, and Foxp3-GFP knock-in (KI)^52^ mice were maintained in our own animal colony, as were OT-I.Rag2^KO^ and OT-II.Rag2^KO^ mice^53,54^. The mice were housed on a 12-h light–dark cycle at 20–26 °C with 30–70% humidity. All mice were analyzed without randomization or blinding. All mice analyzed were 6–12 weeks of age and both sexes were used unless mentioned otherwise in the manuscript. All animal experiments were approved by the National Cancer Institute Animal Care and Use Committee and were maintained in accordance with US National Institutes of Health guidelines.

### FlipFlop mice

FlipFlop mice with *Cd4* and *Cd8α* gene loci encoding the opposite coreceptor proteins were generated by mating mice with altered *Cd8* gene loci together with mice with altered *Cd4* gene loci. Mice whose *Cd8a* gene loci had been altered to encode CD4 coreceptor proteins (*Cd8*^CD4^) were previously reported and named 4in8 (ref. ^25^), whereas mice whose *Cd4* gene loci were altered to encode CD8 coreceptor proteins (*Cd4*^CD8^) needed to be constructed and were named 8in4 to indicate ‘CD8 encoded in *Cd4* gene loci’. For construction of 8in4 mice, we designed a gene-targeting vector and inserted it into the *Cd4* gene of B6 embryonic stem cells by homologous recombination (Extended Data Fig. 1a). The altered *Cd4*^CD8^ gene locus produces CD8.1αβ complexes that could be distinguished from B6-origin CD8.2αβ complexes. Because *Cd4* and *Cd8* gene loci are closely linked on chromosome 6, a genetic crossover event was necessary to generate a chromosome 6 allele containing both *Cd4*^CD8^*Cd8*^CD4^ altered gene loci, and we intercrossed mice with a crossover allele on one copy of chromosome 6 to generate FlipFlop mice with *Cd4*^CD8^*Cd8*^CD4^ crossover alleles on both copies of chromosome 6 (Fig. 1a right).

### Mixed bone marrow chimeras

T cell-depleted bone marrow cells from both CD45.1 and CD45.2 donor mice were mixed at a 1:1 ratio and 8 × 10^6^–10 × 10^6^ cells were injected intravenously into irradiated (950 rad) host B6 (CD45.1) mice. Chimeras were analyzed at 8–10 weeks after reconstitution.

### Cell preparation and flow cytometry

Cells were first incubated with anti-FcR (2.4G2, dilution 1:250) and stained with fluorescence-conjugated antibodies at 4 °C in HBSS supplemented with 0.5% BSA and 0.5% NaN_3_. Staining of CCR7 (dilution 1:50), CXCR5 (dilution 1:100) and MHC/viral peptide tetramers (H-2D^b^/GP33; dilution 1:500, I-A^b^/GP66; dilution 1:200) was performed at 37 °C for 30 minutes prior to staining with other antibodies. Staining of TCR-Vβs was performed using an anti-mouse TCR-Vβ screening panel (BD Biosciences). NP-binding GC B cells were stained using NP-PE (Biosearch, dilution 1:100). For intracellular staining of transcription factors and cytokines, cells were fixed and permeabilized with the Foxp3 Staining Buffer Set (Thermo Fisher Scientific) or BD Cytofix/Cytoperm Fixation/Permeabilization Kit (BD Biosciences), and then were stained with fluorescence-conjugated antibodies at 4 °C. ThPOK (2.5 μl) and Runx3 (5 μl) were stained for 1 hour at 4 °C. For cytokine staining, cells were stimulated at 37 °C with GP33 peptide (2 μg/ml, Anaspec) for 2 hours and added Golgi Stop (BD Biosciences) for 3 hours prior to staining. Stained cells were analyzed on a FACS LSRII or FACS Fortessa flow cytometer (Becton Dickinson). Electronic cell sorting was performed on a FACSAria II. Dead cells were excluded by forward light-scatter gating and staining with propidium iodide or LIVE/DEAD Fixable Aqua Dead Cell Stain Kit (Thermo Fisher Scientific) for fresh and fixed staining, respectively. Data were analyzed with EIB-Flow Control software developed at the US National Institutes of Health or FlowJo software (TreeStar). Antibodies in the following dilution were used: FAS (dilution 1:200), TCRβ (dilution 1:200), CD25 (dilution 1:100), GL3 (dilution 1:100), CD69 (dilution 1:200), CD5 (dilution 1:200), CTLA-4 (dilution 1:50), GL7 (dilution 1:800), Bcl6 (5 μg), CD8α (dilution 1:200), CD8β.2 (dilution 1:200), CD24 (dilution 1:200), CD44 (dilution 1:200), CD45.1 (dilution 1:200), CD45.2 (dilution 1:200), IFNγ (dilution 1:100), Nrp-1 (dilution 1:100), CD4 (dilution 1:200), Vα2 (dilution 1:100), Foxp3 (dilution 1:50), Helios (5 μl), B220 (dilution 1:200), ICOS (dilution 1:100), CD40L (dilution 1:50), and KLRG1 (dilution 1:100).

### Quantitative analysis of CD4 and CD8 surface expression

Thymocytes (1 × 10^6^) were incubated with 1 μg of non-conjugated anti-CD4 (GK1.5 rat IgG2b) or anti-CD8α (53-6.7 rat IgG2b) antibodies for 6 hours at 4 ^o^C. After being washed twice, they were incubated with 0.5 μg of FITC-conjugated anti-rat IgG antibody for 40 minutes at 4 ^o^C. After being washed twice, expression of FITC was analyzed by flow cytometry.

### Intracellular calcium mobilization

Thymocytes (2 × 10^6^) were loaded with the calcium-sensitive dye Indo-1 (1.8 mM, Thermo Fisher Scientific) at 31 °C for 30 minutes and then coated with anti-TCRβ (H57, 2 μg), CD4 (GK1.5, 0.5 μg), and CD8α (53-6.7, 0.5 μg) biotin-conjugated antibodies together with anti-CD4 FITC (RM4-4), anti-CD8β PE, and anti-CD69 APC-conjugated antibodies (dilution 1:200) at 4 °C for 40 min. Coated cells were kept at 4 °C until 2 min prior to stimulation, when cells were warmed and applied to the flow cytometer. Antibody crosslinking was induced with avidin (4 μg/ml), and data acquisition was recorded for 4 minues. Intracellular calcium concentrations were determined by the ratio of Indo-1 fluorescence at 405 versus 510 nm on CD69^–^CD4^+^CD8β^+^ thymocytes.

### In vitro stimulation of LN T cells

T cells were purified from LN with Pan T cells Isolation Kit (Miltenyi Biotec). LN T cells were stimulated with or without plate-bound anti-TCRβ (1 μg/ml) and anti-CD28 (1 μg/ml) antibodies for 24 hours at 37 °C. Cultured cells were stained and analyzed by flow cytometry for CD40L and CD69 expression.

### H&E stain and immunofluorescence staining

Indicated tissues were fixed with 10% PFA for paraffin sections or frozen with OCT compound (Sakura Finetek) and sectioned into 6-μm slices. Paraffin or frozen sections were used for H&E stain (Histoserv). For immunofluorescence staining, frozen sections were stained with indicated antibodies in Ca/Mg-free HBSS supplemented with 1% BSA at 20–26 °C for 2 hours. After washing, the sections were stained with fluorescence-conjugated antibodies (dilution 1:200) at 20–26 °C for 40 minutes. After washing, stained sections were mounted with Prolong diamond Antifide mountant (Thermo Fisher Scientific) and sealed with cover glasses. Images were acquired with Nikon CSU-W1 Spinning Disk Confocal Microscope (Nikon) and analyzed with Image J (National Institutes of Health). Anti-LCMV nucleoprotein (NP) antibody (VL-4; Bio X Cell) was labeled with Alexa Fluor 647 using a labeling kit (Thermo Fisher Scientific) and used at dilution 1:500. The following antibodies were used: anti-GL7 Alexa Fluor 488 (dilution 1:50), CD3 biotin (dilution 1:50), IgD Pacific Blue (dilution 1:50), anti-rat cytokeratin 8 (dilution 1:200), anti-rabbit cytokeratin 14 (dilution 1:100), streptavidin Alexa Fluor 568, goat anti-rat Alexa Fluor 546, goat anti-rabbit Alexa Fluor 488.

### Immunoprecipitation and immunoblotting

Cell lysates were prepared in lysis buffer (10 mM Tris-HCl (pH 7.4), 140 mM NaCl, 2 mM EDTA, 0.5% NP-40, and 1× protease inhibitor cocktail (Sigma)). The lysates were immunoprecipitated with anti-CD4-biotin (GK1.5; BD Pharmingen 7.5 μg) or CD8α-biotin (53-6.7; BD Pharmingen, 7.5 μg) antibodies together with streptavidin beads (Thermo Fisher Scientific) for 2 hours at 4 °C. Immunoprecipitants and cell lysates were resolved by SDS–PAGE under non-reducing conditions. The proteins were transferred to nitrocellulose membranes (Millipore Sigma) and incubated with anti-Lck (3A5; Santa Cruz, dilution 1:1,000)), followed by incubation with horseradish peroxidase (HRP)-conjugated anti-mouse IgG antibody (Thermo Fisher Scientific, dilution 1:2,500). Reactivity was revealed by enhanced chemiluminescence (Western Lightning ECL, Perkin Elmer). The intensity of the bands was quantified using Image Studio (LI-COR Biosciences).

### RT–qPCR analysis

Total RNA was isolated with RNeasy Plus Mini Kit (Qiagen), and cDNA was prepared with superscript III First-Strand Synthesis System for RT–PCR kit (Invitrogen). RT–qPCR was done with TaqMan PCR system (Thermo Fisher Scientific) or QuantiTect SYBR Green PCR system (Qiagen). TaqMan probes for Zbtb7b (ThPOK; Mm00784709_s1), Cd40lg (CD40L; Mm00441911_m1), Gata3 (Mm00484683_m1), Eomes (Mm01351985_m1), Prf1 (Perforin; Mm00812512_m1), and Rpl13a (Mm01612986_gH) were from Thermo Fisher Scientific. The primer sequences for SYBR green PCR system were as follows: Runx3d forward (5′- GCGACATGGCTTCCAACAGC-3′) and reverse (5′-CTTAGCGCGCTGTTCTCGC-3′); Rpl13a forward (5′-CGAGGCATGCTGCCCCACAA-3′) and reverse (5′-AGCAGGGACCACCATCCGCT-3′). Samples were analyzed on QuantStudio 6 Flex Real-time PCR System (Applied Biosystems). Gene expression values were normalized to those of Rpl13a expression in the same sample.

### RNA-sequencing analysis

CD4 and CD8 T cells were electronically sorted from LN of B6 and FlipFlop mice. Total RNA was prepared from sorted cells with the RNeasy Plus Mini Kit (Qiagen). The quality of RNA was assessed by Bioanalyzer (Agilent), and RNA samples with an RNA integrity number >9 were used. The library was made by using the SMARTer Universal Low Input RNA Kit (Clontech) for sequencing. The sequencing was performed as paired-end 125 bp by using HiSeq2500 equipment (Illumina). Reads were aligned to the mouse genome (mm10) with STAR aligner. Differentially expressed genes (DEGs) were genes whose fold change was more than fivefold and *P* value was less than 0.05. Visualization of DEGs was shown in a heat map generated with Partek (Partek).

### In vitro T_reg_ suppression assay

CD25^+^Foxp3^+^ (GFP^+^) T cells were electronically sorted from LNs of B6 Foxp3KI (CD4 T) and FlipFlop Foxp3KI (CD8 T) mice by flow cytometry. Sorted cells were cultured with CD4^+^CD25^−^ cells and irradiated (2,000 rad) splenocytes from B6 Foxp3KI mice in the presence of anti-CD3 antibody (145-2C11; BD Pharmingen, 1 μg/ml) at 37 °C for 3 days. After the culture, [^3^H]thymidine (400 μCi/ml) was added and incubated for 6 hours at 37 °C. [^3^H]thymidine incorporation was measured with MicroBeta counter.

### Skin allograft rejection

Tail skins prepared from BALB/c mice were grafted onto the flanks of host mice. Bandages were removed at day 7. Grafts were inspected every 1–2 days and were considered to have been rejected when <20% of the graft remained^55^.

### Immunization and ELISA

Mice were immunized intraperitoneally (i.p.) with 100 μg NP-KLH (Biosearch Technologies) mixed with 50 % (vol/vol) imject Alum (Thermo Scientific). Serum and tissues were collected at the appropriate time after immunization. For analysis of NP-binding cells, cells were incubated with NP-PE (Biosearch Technology) and analyzed by flow cytometry. NP-specific antibodies were analyzed using ELISA. Forty-eight-well plates were coated with NP-BSA (Biosearch Technologies) at 4 °C overnight, followed by incubation with serially diluted serum at room temperature for 1 hour. After washing, HRP-conjugated goat anti-mouse IgM (dilution 1:1,000) or IgG1 antibodies (Southern Biotech, dilution 1:2,000) were added to plates and incubated at room temperature for 1 hour. The reaction was developed by incubation with ABTS Peroxidase Substrate (KPL) and was stopped by ABTS Peroxidase Stop Solution (KPL). Plates were analyzed at 405 nm with Fluostar Optima plate reader and software (BMG Labtech).

### LCMV infection and viral titer assay

Mice were infected intravenously (i.v.) with LCMV-Armstrong (2 × 10^6^ PFU/mouse), and their serum and tissues were collected at day 8 for analysis. Viral titer in the serum from infected mice was assessed using a modified focus-forming assay^56^. Diluted serum (1:100) was incubated with Vero cells (2.5 × 10^4^ cells/well) on a 24-well plate at 37 °C for 4 hours. Each well was subsequently overlaid with 0.5% methylcellulose and incubated at 37 °C for 48 hours. Cells were subsequently fixed with 2% formalin/formaldehyde for 30 minutes and then with 0.5% Triton-X for 20 minutes. Fixed cells were stained with anti-LCMV NP antibody (VL-4; Bio X Cell, 5 μg/ml) for 1 hour, followed by staining with anti-rat IgG HRP antibody (Jackson Immunoresearch, dilution 1:1,350) for 1 hour. LCMV foci were visualized using an ImmPACT DAB Peroxidase (HRP) Substrate kit (Vector Labs).

### Statistical analysis

Statistical analysis was performed with GraphPad Prism 8 software using the two-tailed unpaired *t*-test. For comparison of skin graft survival, a log-rank (Mantel–Cox) test was used. *P* values of <0.05 were considered significant. For comparison of viral titer, a Mann–Whitney unpaired *t*-test was used. No statistical methods were used to predetermine sample sizes but our sample sizes are similar to those reported in previous publications^11^.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41590-022-01187-1.

## Supplementary information

Reporting Summary

## Data Availability

RNA-sequencing data of CD4 and CD8 LN T cells from B6 and FlipFlop mice are deposited at GEO under accession no. GSE166296. Source data are provided with this paper.

## Source data

Source Data Fig. 3 Uncropped scans of western blots in Fig. 3d.

How the deposited data were processed for this re-analysis (not part of the article)

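RNA was measured in CD4 and CD8 T cells sorted from LN of B6 and FlipFlop mice, in 12 libraries of 4 groups with 3 replicates each. The authors extracted total RNA, made libraries with a low-input kit that amplifies full-length cDNA, sequenced them as paired-end reads and aligned these to mm10 with STAR. The paper's text does not name the program that counted the reads, the gene annotation, the filter on low values or, for the heat map, the test behind the p-values. Its section on statistics gives an unpaired t-test for comparisons in general. The authors deposited 1 table of normalized expression signal, which holds CPM (read counts relative to library size) divided by a TMM factor for each library, so its columns do not sum to the same total. Its 12809 gene identifiers, with their version numbers, all matched GENCODE M21 on GRCm38, from which positions and gene types were taken. In the table 13 symbols belong to more than 1 gene, and genes were followed by identifier. Each library has a single column, none of the 66 pairs of libraries had identical values, and no column was left unused.

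The values are whole steps of 0.01 of the value of 1 read, which gives the number of reads on the listed genes, about 26600000 to 33100000 per library. The 10 genes with the highest values held 8.17% to 9.91% of a library. Whole reads made up 84.8% to 86.4% of the values under 100 CPM, less than the 95% that was required to turn the table back into reads, so tests on read counts were not run. The floor of 3 reads marks the level that a count of 0 allows for, and fold changes against a group at or under it are given as lower bounds. The reads have no molecular identifiers, so the floor covers counting error only.

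From the deposited values, 11595 genes with at least 1 CPM in at least 3 libraries were tested and 1214 genes were left out. Values were transformed to log2(CPM + 0.5) and fitted with limma 3.58.1 (lmFit and eBayes with a mean-variance trend) in R 4.3.3, with 1 mean per group, all 12 libraries and no replicate block, which leaves 8 residual degrees of freedom. Adjusted p-values are those of limma with Benjamini-Hochberg adjustment over all tested genes, unless a list is named. Genes were called at an unadjusted p-value under 0.0001 and a change of more than 5-fold, as in the Fig. 2b legend, whereas the methods give 0.05 with the same fold change. The comparisons were the 6 pairs of groups, the lineage effect (B6 CD4 and FlipFlop CD8 against B6 CD8 and FlipFlop CD4), the coreceptor effect (CD4 against CD8) and the strain effect (FlipFlop against B6). The lineage effect equals the interaction of strain and coreceptor, and the strain effect cannot be separated from age, which is 10 weeks for B6 and 14 weeks for FlipFlop mice in the labels and 6 to 12 weeks in the methods. Gene lists were tested with fry, a rotation test of limma that keeps the correlation between genes, over 35 combinations of list and comparison. The lists held marker genes of B cells, myeloid cells, NK cells, red blood cells, regulatory T cells, memory or effector T cells and naive T cells. Shares of genes were compared with Fisher's exact test (two-sided). Pseudogenes were matched to their parent genes with blastn 2.17.0, and figures were drawn with matplotlib 3.10.9 in python 3.11.15.

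The genes named in the text are first those that the paper names and whose transcripts are in the table. Next are the 5 genes with the largest rise and the 5 with the largest fall between B6 CD4 and B6 CD8 T cells. They were taken among genes of at least 10 CPM whose libraries do not overlap. Then come up to 10 genes that did not reverse, with the largest B6 difference. Last are the 5 largest rises and falls among the called genes of the strain effect. Of all these genes, the values are given for those that bear on a statement of the paper. Other genes are named only as members of a group, after their values were seen. The sample mapping, the comparisons, this rule and the alternative settings were fixed before the data were examined. The alternatives were pseudocounts of 0.1 and 1, all genes of the table, genes averaging at least 5 CPM, median-of-ratios rescaling, values without the TMM factor, a linear model without eBayes, fits of 6 libraries, 3 other thresholds, fold changes from mean CPM, a replicate block, other inputs for the principal components, and each library left out in turn.

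The replicate numbers in the labels were checked by correlating the deviations of CD4 and CD8 libraries with the same number from their group means. In FlipFlop libraries the correlations were 0.44, 0.27 and 0.51, each over 0.1, so by this rule the numbers pair the FlipFlop CD4 and CD8 libraries. Neither the paper nor the labels name what they share. Same-numbered libraries of different strains also passed 0.1 in part, with 0.29 for the third B6 CD4 and FlipFlop CD4 libraries. Passing the limit therefore does not by itself show a pairing. The fit was tested on simulated data of 11263 genes, of which 200 were changed. It called 200 of the changed genes and 0 of the others. The changed genes were drawn from those with higher values and changed by more than the 5-fold limit. The simulation therefore does not cover genes with few reads or smaller changes. The test for grouping along chromosomes was run on 20 simulated random sets and 20 sets placed in segments, and gave a p-value under 0.05 in 0 and 19 of them.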

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

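Of the tests in this part, that of exchanged labels, that of subset shares and that of the parent genes of pseudogenes were chosen only after the result was seen, and the grouping along the chromosomes was seen in the list of genes before it was tested.

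The CD4 minus CD8 difference went opposite ways in B6 and FlipFlop T cells for most genes, and the difference between both strains was itself tested as the lineage effect, with 187 genes. The same grouping was then fitted with the split into 6 and 6 libraries as the only term, which gave 180 genes. Of 100 splits drawn from 462 and fitted in this way, 1 gave as many, the real one, and the highest other split gave 2. The libraries of FlipFlop CD4 and CD8 T cells would give the same pattern if their labels had been exchanged, but mean *Cd4* was 15.9 times as high in the libraries labeled FlipFlop CD4 as in those labeled FlipFlop CD8, which argues against it. The authors' scaling is not the cause either, since 194 genes were called when the TMM factor was taken out. Effects of age or strain that are equal in CD4 and CD8 T cells cancel in this comparison. Effects that differ between CD4 and CD8 T cells do not, because the lineage effect equals the interaction of strain and coreceptor. They stay open. A larger share of memory or regulatory T cells in the helper-lineage libraries is not settled. Genes of the cells that they replace would fall together, and the lineage effects of the 10 naive T cell genes ran from -1.73 to 0.34. The 39 genes lower in the helper lineage had a median of -3.19, but they were selected for a change of more than 5-fold. Their smallest fall was -2.33, so they lie beyond any uncalled naive T cell gene by construction. As the whole or a part of the cause, such shares stay open. That the pattern follows the altered loci is the paper's conclusion and stays a hypothesis here, since it was seen and tested in the same libraries.

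The paper attributes the exceptions among the lineage genes to strain 129 genes and does not report which genes differ between B6 and FlipFlop T cells in both lineages. This strain effect called 40 genes, 32 higher and 8 lower in FlipFlop T cells, and all 40 changed the same way in both lineages. With the split as the only term the real grouping gave 37 genes. Again 1 of 100 splits gave as many, the real one, and the highest other split gave 1. Without the TMM factor 39 genes were called. Among the 40 called genes, the largest rises were those of the pseudogenes *Gm13841*, *Gm8730*, *Gm8210*, *Gm9825* and *Gm9625*. The largest falls among the called genes were those of *Ddr1*, *Zbtb8a*, *Eps8l1*, *Gas5* and *Arsb*. *Gm8730* measured 8.28 ± 1.27 and 9.25 ± 0.958 CPM in B6 CD4 and CD8 T cells and 1664 ± 697 and 1113 ± 478 CPM in FlipFlop CD4 and CD8 T cells (SD, n = 3). *Gm8210* was listed at 0 in all B6 libraries and spread widely in FlipFlop T cells, at 52.6 ± 70.1 CPM in CD4 and 193 ± 168 CPM in CD8 T cells, and FlipFlop CD4 replicate 2 had 0.0304 CPM. *Gas5* fell from 97.7 ± 15.1 and 132 ± 9.90 CPM in B6 CD4 and CD8 T cells to 19.2 ± 2.98 and 14.2 ± 1.37 CPM in FlipFlop CD4 and CD8 T cells, a strain effect of -2.75 (standard error 0.09, adjusted p = 1.18e-09).

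Processed pseudogenes made up 17 of the 40 genes (42.5%) and 2.51% of the other tested genes (Fisher's exact test, p = 5.09e-17). A candidate explanation, as a hypothesis, is that reads of a parent gene whose sequence differs between the strains align to its pseudogene in FlipFlop and to the parent in B6 libraries. Parents should then lose reads. The 11 parents of the risen pseudogenes had a median strain effect of -0.54, and the 183 parents of the other pseudogenes -0.22 (permutation test with 100000 permutations, p = 0.00013). Of the 11 parents, 10 were lower in FlipFlop T cells under all 3 scalings of the libraries, and *Glo1* was higher, by 0.92. The fall had an adjusted p-value under 0.05 for 8 of the 11, but also for 92 of the 183 other parents. A shift of reads to these pseudogenes does not account for the whole fall, because 9 of the 10 parents lost more CPM than all their risen pseudogenes gained. *Rplp0* fell by 4047 CPM and its 4 risen pseudogenes gained 1696 CPM. Parent and risen pseudogenes together had a median log2 change of -0.28. The explanation stays open, and the reads themselves were not analysed here.

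The genes of the strain effect were also grouped along the chromosomes. The 95 protein-coding genes that differed by more than 2-fold formed 31 neighboring pairs, compared with 12.4 on average in random sets of as many tested genes (permutation p = 1e-04, the smallest they can give). Sets of as many genes drawn from 871 lineage genes had 12.2 pairs on average, and none of them reached the observed number (permutation p = 1e-04, again the smallest they can give). On 3 of 20 chromosomes the share of strain genes was above that of the others, with 16 of 547 tested genes on chromosome 17 (Fisher's exact test, adjusted p = 0.000476), 13 of 590 on chromosome 9 (adjusted p = 0.0195 from the same exact test) and 10 of 400 on chromosome 13 (adjusted p = 0.0195 from the same exact test). There were 7 runs of at least 3 such genes, which held 31 genes, among them 9 of 56 genes on chromosome 9 from 103482947 to 108190384 and 6 of 68 genes on chromosome 17 from 23736186 to 26090337. Parents of the risen pseudogenes lay within 2 Mb of another strain gene in 10 of 11 cases, and parents of other pseudogenes in 35 of 183 (Fisher's exact test, p = 1.77e-06). This test takes the parents as independent, but *Atp6v0c*, *Rnps1* and *Rps2* all lie within the named run on chromosome 17. Its p-value can therefore be too small. Age acting alone would not place the strain genes side by side and is argued against as the whole cause by the comparison with lineage genes. The grouping is in line with segments of sequence retained from another strain on several chromosomes, which stays a hypothesis because genotypes were not analysed here. For single genes of the list, age and strain cannot be told apart, because each strain has 1 age.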

How the results depend on the processing

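The alternatives kept the direction of most results. Of 466 values of 59 gene results under the alternatives, 448 kept their direction and their side of the threshold, 11 were weaker, 3 stronger and 4 reversed. With 1 library left out, 658 of 699 values were kept, 30 were weaker, 4 stronger and 7 reversed.

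The number of called genes depended on the treatment of genes with few reads. A pseudocount of 0.1 gave 330 genes between B6 CD4 and B6 CD8 T cells, 415 between FlipFlop CD4 and FlipFlop CD8, 71 between FlipFlop CD8 and B6 CD4, 290 between FlipFlop CD4 and B6 CD4 and 546 between FlipFlop CD8 and B6 CD8 T cells, 367 for the lineage effect and 8 for the coreceptor effect. Of the 180 genes between B6 CD4 and B6 CD8 T cells, 178 were among the 330. The share of strain effect genes on chromosome 6 was 11.3% under this setting, against 7.5% before, and passed the threshold (Fisher's exact p = 0.0449, the lowest of a range up to 0.477 over the alternatives). A pseudocount of 1 gave 118 genes between B6 CD4 and B6 CD8, 160 between FlipFlop CD4 and FlipFlop CD8 and 31 between FlipFlop CD8 and B6 CD4 T cells, and 18.2% of the genes that did not reverse lay on chromosome 6 (Fisher's exact p = 0.162, in a range from 1.71e-05 to 0.274 over the alternatives). A larger pseudocount shrinks the difference of a gene with few reads by construction, so fewer genes pass the fold limit. All 118 genes were among the 180.

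Genes averaging at least 5 CPM gave 119, 124, 34, 24, 106 and 182 genes for B6 CD4 against B6 CD8, FlipFlop CD4 against FlipFlop CD8, FlipFlop CD4 against B6 CD8, FlipFlop CD8 against B6 CD4, FlipFlop CD4 against B6 CD4 and FlipFlop CD8 against B6 CD8 T cells, 118 for the lineage effect and 26 for the strain effect, because fewer genes were tested. The share on chromosome 6 of the genes that did not reverse was 22.2% (Fisher's exact p = 0.166). With an adjusted p-value under 0.05 and no fold limit, the same 6 comparisons gave 2944, 3633, 918, 3196, 3296 and 5179 genes, the lineage effect 4554, the coreceptor effect 636 and the strain effect 3615. The share on chromosome 6 was then 7.07% (Fisher's exact p = 0.274).

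The first principal component held 34.7% of the variance with genes scaled to unit variance and 65.0% with the 500 most variable genes, against 56.2%. The cause of the other changes was not tested. Without the TMM factor, *Cxcr6* and *Sytl3* had FlipFlop CD4 minus CD8 differences of -0.12 and -0.036 and *Lck* a FlipFlop CD8 minus B6 CD4 difference of 0.12, each with the opposite sign. With a pseudocount of 1, the FlipFlop CD8 minus B6 CD4 difference of *Ifng* was -0.020, also reversed. Each of the 4 had an adjusted p-value over 0.05 under these settings.

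With each library left out in turn, the 6 comparisons gave 168 to 195, 242 to 259, 44 to 56, 42 to 52, 152 to 170 and 327 to 347 genes, the lineage effect 179 to 192, the coreceptor effect 2 to 3 and the strain effect 37 to 43. The share of B6 lineage genes with the opposite sign in FlipFlop T cells was 92.2% to 97.7%, the number that did not reverse 7 to 24, the correlation of both differences across genes -0.76 to -0.70 and the variance share of the first component 54.0% to 61.7%. The share on chromosome 6 was 6.98% to 8.11% of strain effect genes and 25% to 50% of the genes that did not reverse. The lowest share came without B6 CD8 replicate 3 (Fisher's exact p = 0.0708), and without B6 CD8 replicate 2 it was 28.6% (Fisher's exact p = 0.0572). The differences that changed sign ranged from -0.072 to 0.24 for *Cxcr6* and from -0.34 to 0.86 for *Sytl3* between FlipFlop CD4 and CD8 T cells, and from -0.43 to 0.31 for *Ifng* between FlipFlop CD8 and B6 CD4 T cells.

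With the replicate number as a replicate block, the same 6 comparisons gave 179, 252, 55, 50, 163 and 348 genes, the lineage effect 187, the coreceptor effect 2 and the strain effect 42, and 93.9% of the B6 lineage genes had the opposite sign. The block moved the gene results of *Klrc1* (FlipFlop CD4 minus CD8) and *Bcl6* (FlipFlop CD8 minus B6 CD4) past the threshold and changed no other call on a single gene, nor any call on a list of marker genes that is given here. In the B6 libraries the same-numbered CD4 and CD8 libraries had correlations of 0.18, 0.09 and 0.35. These did not all pass the limit of 0.1, so a pairing of B6 libraries was neither shown nor ruled out.

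The planned tests on read counts, edgeR's quasi-likelihood test and DESeq2, were not run because whole reads were not recovered from the table. Depth limits the genes near the floor of 3 reads, 0.0857 to 0.120 CPM. Their differences depend on the pseudocount.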

Differences from the paper's values

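The paper reports 335 genes that differed between B6 CD4 and B6 CD8 T cells, and 180 genes were called here at the threshold of the Fig. 2b legend. Of the alternatives set before the data were examined, a pseudocount of 0.1 gave 330 genes, which lies within the limit for a difference. The others did not close the gap. They gave 118 genes with a pseudocount of 1, 180 with all genes of the table, 119 with genes averaging at least 5 CPM, 179 with median-of-ratios rescaling, 184 without the TMM factor, 165 with a linear model without eBayes, 175 with only the 6 libraries compared, 182 with the p-value limit of the methods, 182 with an adjusted p-value under 0.05 and the same fold change, 2944 with no limit on the fold change, 182 with fold changes from mean CPM, 179 with a replicate block and 168 to 195 with 1 library left out.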

Other observations

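All tests in this part, other than the splits of the libraries, were chosen only after the result was seen.

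For each of the 6 comparisons between 2 groups, 1 of the 10 splits of the 6 libraries gave as many genes as the real one, which is the real one itself, and the highest other split gave 1 gene. A share under 0.1 cannot be reached with 3 libraries against 3. Among the 4 splits of the FlipFlop libraries that part all replicate numbers, only the real one gave as many. By the rule for the correlations, these numbers pair the FlipFlop libraries. The other 3 splits mix libraries of both groups. The correlation between the B6 and FlipFlop differences was as far from 0 in 1 of 10 splits of the FlipFlop libraries, the real one, and the absolute r of the next was 0.654. The coreceptor effect gave as many genes, 2, in 1 of 100 splits of the 12 libraries, again the real one, and the others gave 0.

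The 20 B6 lineage genes that did not reverse may have several sources. Sequence retained on chromosome 6 is argued against as the whole cause, since 12 of the 20 lie on other chromosomes. As a part of the cause it stays open. For the cluster of killer cell lectin-like receptor genes, the paper's design speaks against it. This cluster lies beyond *Cd4* as seen from *Cd8*, and the altered *Cd4* locus was made in B6 embryonic stem cells. Beyond the coreceptor loci and the cluster of killer cell lectin-like receptor genes, the share on chromosome 6 did not differ detectably (Fisher's exact p = 0.433), and 2 other genes of that family on the chromosome, *Klrd1* and *Klrg1*, did reverse. The number of these genes and the share also rested on single libraries, as given with the settings. Nor did genes that failed to reverse lie nearer to strain genes, with 3 of 17 within 2 Mb against 18 of 159 reversed genes (Fisher's exact p = 0.433). Strain genes that are B6 lineage genes themselves were not counted there. Of the 20 genes, 6 (*Baiap3*, *Cd163l1*, *Klra6*, *Klra7*, *Gas7* and *Plek*) are among the 95 strain genes, and 0 of the 160 reversed genes are, but a gene that is high in B6 CD8 T cells alone differs between the strains by construction. *Baiap3*, the only B6 lineage gene called for the strain effect, was lower in FlipFlop T cells in both lineages. Its log2 difference was -3.73 for FlipFlop CD4 minus B6 CD8 and -1.05 for FlipFlop CD8 minus B6 CD4 T cells (adjusted p of limma 0.0040 for the latter). A high level in B6 CD8 T cells alone does not account for the latter difference. *Baiap3* lies in the run of strain genes on chromosome 17 that starts at 23736186. Lower depth in FlipFlop libraries is argued against, because their median number of reads on the listed genes was 98.1% of that in B6 libraries and lay within the range of these. A smaller share of memory or effector cells among FlipFlop CD4 than among B6 CD8 T cells is a hypothesis that the tables do not settle. The memory or effector list had a median of -0.46 with 12 of 16 genes lower (adjusted p of fry 0.137), and without the first FlipFlop CD8 library the adjusted p was 0.0211 at the same median. None of the genes of this list is among the 20, so the list is not the pattern itself. The naive T cell list in the same comparison had a median of 0.17 with 7 of 10 genes higher (adjusted p of fry 0.0991), and 0.0142 without the third FlipFlop CD4 library. The NK cell list was lower in FlipFlop CD4 than in B6 CD8 T cells, with a median of -0.67 and 6 of 6 genes lower (adjusted p of fry 0.00489), but 3 genes of the list are B6 lineage genes, among them *Klre1*, which did not reverse, and 2 of its genes are in another list.

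FlipFlop CD8 T cells differed from B6 CD4 T cells in the genes of regulatory T cells. The paper gives the numbers and the frequency of Foxp3+ cells by staining (Fig. 4a) and compares proteins within these cells. It reports that FlipFlop CD8 and B6 CD4 T_reg_ cells share their profiles of CD25, CTLA-4, Helios and Nrp-1. All 11 tested genes of the list were higher in FlipFlop CD8 T cells, with a median of 1.23 (adjusted p of fry 1.04e-05), and this call held with each library left out and with a replicate block. The shift was not limited to FlipFlop CD8 T cells. The list was also higher in FlipFlop CD4 than in B6 CD8 T cells, with a median of 0.63 and 8 of 11 genes higher (adjusted p of fry 0.000369), and in the strain effect, with a median of 0.94 and 11 of 11 genes higher (adjusted p of fry 6.99e-06). Of the 12 genes of the list, 9 are B6 lineage genes, and 9 had at least 1 CPM on average in all 4 groups. *Foxp3* was higher by 1.60 (adjusted p = 2.09e-04), at 326 ± 31.1 CPM in FlipFlop CD8 T cells, *Il2ra* by 1.32, *Ctla4* by 1.23 and *Ikzf2* by 1.79. The authors' scaling is argued against as the cause, because without the TMM factor the median was 1.40, and all 11 genes lay above the median of all genes, which moved to 0.15. B cells in the FlipFlop CD8 libraries are argued against as well. The B cell list had a median of -0.67 with 10 of 12 genes lower (adjusted p of fry 0.0724, but 0.0245 without the second B6 CD8 and 0.0460 without the third FlipFlop CD4 library), and its most abundant gene outside immunoglobulins, *Cd74*, fell from 148 ± 24.8 CPM in B6 CD4 to 102 ± 8.16 CPM in FlipFlop CD8 T cells, while *Ighm* went from 503 ± 35.4 to 571 ± 55.9 CPM. The myeloid cell list had a median of -0.12 with 6 of 8 genes lower (adjusted p of fry 0.533). Only 1 of its genes had at least 1 CPM on average in all groups, whereas all 12 B cell genes did. The myeloid cell list therefore cannot decide on myeloid cells, which stay open. A larger share of Foxp3+ cells among FlipFlop CD8 T cells and a higher level per cell cannot be told apart from RNA of whole sorted groups. The frequencies in Fig. 4a bear on the share, but the paper's text does not give their values, and they were not compared here. The rise of all 11 genes is the pattern itself and decides nothing between them, and the rise in both lineages leaves a difference between the strains open. Age stays open and cannot be told apart from strain, as 0 ages in the labels are shared by both strains.

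Other lists moved in the same comparison. The memory or effector list was higher in FlipFlop CD8 than in B6 CD4 T cells, with a median of 1.05 and 16 of 16 genes higher (adjusted p of fry 0.00226), and without the TMM factor 15 of the 16 lay above the median of all genes. In this list 3 genes are B6 lineage genes and 1 is in another list. The naive T cell list was lower for 9 of 10 genes, with a median of -0.28 (adjusted p of fry 6.58e-05). Without the TMM factor 7 of its 10 genes were lower, with a median of -0.12, and 9 lay below the median of all genes. The NK cell list had a median of 0.83 with 5 of 6 genes higher (adjusted p of fry 0.0460), which was 0.33 without the first FlipFlop CD8 library (adjusted p of fry 0.136). The red blood cell list was lower for 4 of 4 genes, with a median of -0.96 (adjusted p of fry 0.00284), and also lower in FlipFlop CD4 than in B6 CD8 T cells, with a median of -0.77 (adjusted p of fry 0.00612). Of the naive T cell list 10 of 10 and of the red blood cell list 3 of 5 genes had at least 1 CPM on average in all groups. Between FlipFlop CD4 and FlipFlop CD8 T cells, 250 genes were called, 33 higher in CD4 and 217 higher in CD8 T cells, and 172 of the 217 were also higher in FlipFlop CD8 than in B6 CD4 T cells with an adjusted p-value under 0.05. No biological explanation was tested for these lists.

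*Cd4* transcript was present in FlipFlop CD8 T cells at 6.30% of its level in FlipFlop CD4 T cells, from 6.10% to 6.50% in the 3 libraries, whereas in B6 mice CD8 T cells had 0.143% of the level of CD4 T cells. FlipFlop CD4 T cells in the sorted FlipFlop CD8 libraries, in the share that this level needs, are argued against. Such cells would bring their cytotoxic-lineage transcripts in the same share, but 6 of the 35 reversed cytotoxic-lineage genes with at least 10 CPM in FlipFlop CD4 T cells lay under the lowest *Cd4* share in all 3 FlipFlop CD8 libraries. The lowest was *Slc6a19*, at 1.22%, so an admixture up to that share stays open. An earlier form of the comparison by group means had given 9 of the 35 genes. Reads from parts of the *Cd4* gene that the altered locus keeps could also give this signal, which was not tested.

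The paper reports the surface level of CD5 in both strains. *Cd5* transcript measured 518 ± 57.3 CPM in B6 CD4, 214 ± 13.5 CPM in B6 CD8, 217 ± 4.72 CPM in FlipFlop CD4 and 355 ± 5.91 CPM in FlipFlop CD8 T cells. The FlipFlop CD8 minus B6 CD4 log2 difference was -0.54 (adjusted p = 6.87e-04).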
